# A reference genome for cultured Drosophila ovarian somatic cells enables studies of transposon and piRNA biology

**DOI:** 10.1186/s13059-026-04113-y

**Published:** 2026-05-22

**Authors:** Dominik Handler, Julius Brennecke

## Abstract

**Background:**

Accurate reconstruction of repetitive genomic regions is essential to understand small RNA–mediated transposon silencing. In Drosophila ovarian somatic cells (OSCs), a primary model for nuclear PIWI–piRNA biology, reliance on the D. melanogaster reference (dm6) obscures cell-line–specific transposon insertions and the architecture of piRNA source loci.

**Results:**

We generated a highly contiguous de novo assembly of the OSC genome that reveals a transposon landscape diverging substantially from dm6. The assembly fully resolves the ∼700 kb flamenco locus, the principal piRNA cluster in OSCs, and yields a genome-wide map of transposon insertions. By integrating this assembly with functional genomics datasets, we define OSC piRNA source loci, show that cluster sequence composition determines transposon piRNA output, and demonstrate the widespread effects of Piwi on heterochromatin formation.

**Conclusions:**

The OSC assembly establishes a precise genomic framework for interpreting piRNA and chromatin data in this model system. To enable community use of this resource for studies of transposon control and piRNA biology, we provide an integrated genome browser and data-sharing platform.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-026-04113-y.

## Background

Transposable elements are mobile genetic elements that occupy substantial portions of eukaryotic genomes and threaten genome stability [1–3]. Across plants, fungi, and animals, transposon activity is restrained by small RNA-based silencing systems that utilize Argonaute proteins to repress transposon expression at both transcriptional or post-transcriptional levels [4–6]. The specificity of these pathways is determined by Argonaute-bound small RNAs, which are predominantly derived from transposon-rich genomic regions.

Because most small RNAs involved in genome defense originate from repetitive loci, they map to multiple genomic locations. This inherent ambiguity complicates the reconstruction of their genomic origins and obscures their functional relationships with active transposons. Custom genome assemblies tailored to specific experimental systems mitigate these challenges by capturing the precise transposon landscape, which often differs considerably from standard reference genomes. By resolving unique insertion sites and the complex architecture of small RNA source loci, these assemblies provide the necessary framework to study small RNA biogenesis and targeting with high resolution.

In animals, genome defense is primarily mediated by the PIWI-interacting RNA (piRNA) pathway, a conserved mechanism operating from sponges to mammals. This pathway functions predominantly in the gonads to silence transposons within both germ cells and the surrounding somatic tissues [7–9]. The fruit fly, *Drosophila melanogaster*, serves as a leading model for piRNA research, supported by a sophisticated genetic toolkit and long history of transposon discovery [10, 11]. A key experimental system is the ovarian somatic cell (OSC) line, one of the few animal cell lines that maintains a functional, transposon-repressing piRNA pathway [12, 13].

The OSC piRNA pathway mirrors that of the ovarian follicle cells and relies on a single nuclear PIWI-clade Argonaute, Piwi [13–16]. Unlike germ cells, OSCs lack the cytoplasmic PIWI proteins Aubergine and Ago3 and do not utilize the ping-pong piRNA amplification cycle [17, 18]. Instead, single-stranded piRNA precursors enriched in transposon antisense sequences are processed on the mitochondrial surface into phased 23–32 nt piRNAs and loaded into Piwi [7–9]. Upon nuclear import [19], the Piwi-piRNA complex recognizes nascent transposon transcripts via sequence complementarity. This engagement triggers the assembly of the Piwi* complex—including Asterix/Gtsf1 and Maelstrom—which recruits heterochromatin factors to enforce transcriptional silencing [20–30].

The streamlined nature of the OSC system, featuring a single Argonaute and a linear piRNA biogenesis pathway, makes it an ideal model for dissecting phased piRNA biogenesis and piRNA-guided heterochromatin formation. However, despite its widespread use, the genomic architecture of the OSC line remains poorly defined. To date, studies have relied on the *Drosophila melanogaster* reference genome (dm6) [17, 31, 32]. While dm6 resolves significant portions of repeat-rich heterochromatin, it represents a fly strain that differs markedly from the laboratory strains used to establish the OSC line [33]. Furthermore, cell line immortalization often involves extensive genomic rearrangements and bursts of transposon activity, creating novel insertions absent from the reference. Indeed, short-read DNA sequencing has indicated that the OSC transposon landscape diverges significantly from dm6 [24, 33]. These discrepancies hinder accurate piRNA mapping, cluster annotation, and the interpretation of chromatin profiles, ultimately limiting the precision of OSC-based research.

Here, we present a high-quality de novo assembly of the OSC genome with scaffold continuity comparable to the *Drosophila melanogaster* reference. Our assembly includes all major piRNA source loci, including a complete reconstruction of the rapidly evolving *flamenco* cluster. In addition, it provides a comprehensive, genome-wide map of transposon insertions and reports on structural variants and single nucleotide polymorphisms, facilitating the design of effective siRNAs and guide RNAs. Together, these features establish a precise genomic framework for interpreting piRNA and chromatin datasets at nucleotide resolution. To ensure broad accessibility, we provide the assembly in standard formats and as an interactive UCSC Genome Browser hub for seamless integration with user-generated data.

## Results & discussion

### A high-quality de novo assembly of the OSC genome

The *Drosophila* ovarian somatic cell (OSC) line was established in 2009 as a stable derivative of the mixed fGS/OSS culture, which originated from *bam* mutant ovaries [12, 13, 33]. We obtained the OSC line from the Siomi laboratory in 2010, established a master cell bank, and utilized an early passage to isolate high-molecular-weight genomic DNA. Oxford Nanopore Technologies (ONT) long reads (~100x coverage) and Illumina short reads (~50x coverage) provided the depth necessary for a highly contiguous genome assembly.

To assemble the OSC genome, we developed a multi-step pipeline optimized for the recovery of transposable element sequences (Fig. 1A). The integration of Hi-C chromosome conformation capture data further refined scaffold continuity and chromosome-level organization. A significant challenge was the non-isogenic nature of the OSC genome, particularly regarding heterozygous transposon insertions and structural variants. Rather than generating separate haplotype genomes, we generated a consensus genome where transposon insertions and structural variants were retained by default, and heterozygous SNPs were randomly selected but fully documented (Fig. 1A).

**Fig. 1:**
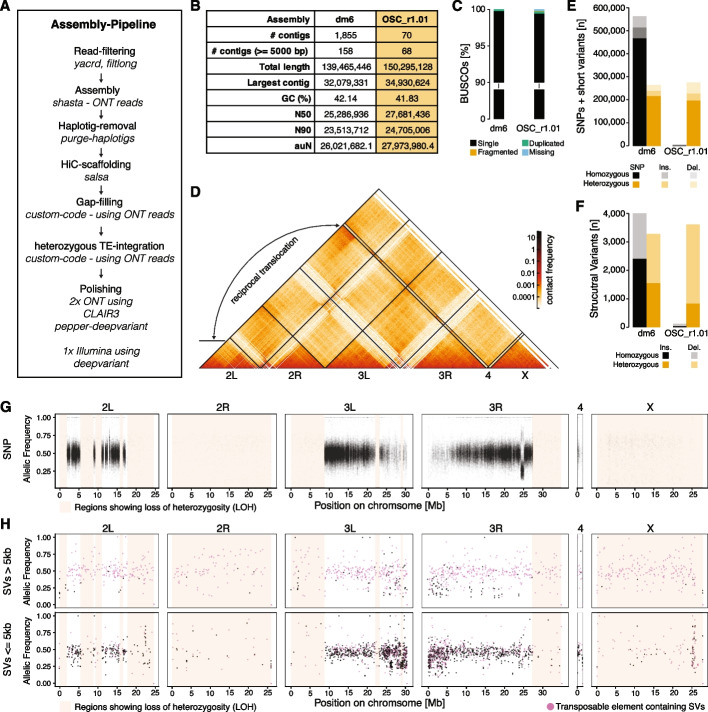
A highly contiguous OSC genome assembly. **A** Assembly workflow integrating Oxford Nanopore (ONT) long reads, Illumina short reads, and Hi-C data. **B** Assembly statistics comparing the dm6 reference genome and the OSC_r1.01 genome. **C** BUSCO completeness comparison between dm6 and OSC_r1.01. **D** Hi-C contact frequency map of the OSC_r1.01 assembly revealing a heterozygous translocation of distal 2L to 3R. **E** Homozygous and heterozygous SNPs and small variants identified by DeepVariant from Illumina reads obtained from OSC genomic DNA aligned to the dm6 or the OSC_r1.01 assemblies. **F** Homozygous and heterozygous structural variants (SVs) detected by Sniffles from ONT reads obtained from OSC genomic DNA aligned to the dm6 or the OSC_r1.01 assemblies. **G** Genome-wide distribution of SNP allele frequencies (based on Illumina reads) across chromosomes in the OSC_r1.01 assembly. **H** Genome-wide distribution of short (<5 kb, top) and long (=>5 kb, bottom) SV frequencies (based on ONT reads) across chromosomes in the OSC_r1.01 assembly. Shaded areas in G, and H, indicate regions showing loss of heterozygosity

Because heterozygosity in cell culture can reflect either true diploid allelic variation or sub-population mosaicism, we analyzed DNA-seq data from a recently derived clonal OSC line, established from a single cell [34], to determine if heterozygous features were fixed. This analysis revealed that the vast majority of transposon insertions classified as heterozygous in the assembly are present in the clonal line, confirming they are stable, fixed features of the OSC genome (Additional file 1: Fig. S1A, B).

The final assembly (OSC_r1.01) spans ~150 Mb and surpasses the current *Drosophila melanogaster* reference genome (dm6) across most continuity metrics (Fig. 1B, Additional file 1: Fig. S1C). Even when scaffolds are broken into contigs, continuity remains higher than for dm6 (Additional file 1: Fig. S1D). Benchmarking Universal Single-Copy Orthologs (BUSCO) analysis confirmed that the OSC genome is also highly complete, comparable in quality to the reference genome (Fig. 1C). While highly contiguous, the assembly is not yet telomere-to-telomere; as with other *Drosophila* assemblies, extremely repetitive regions—including telomeric transposon arrays, the histone gene cluster, rDNA repeats, and centromeres—remain only partially resolved.

To assess structural integrity, we mapped Hi-C reads obtained from OSCs onto the assembled genome (Fig. 1D). This analysis confirmed the overall assembly quality while revealing a complex, heterozygous reciprocal translocation between the distal ~10 Mb of chromosome 2L and the terminus of chromosome 3R (Fig. 1D, Additional file 1: Fig. S1E). Long Nanopore reads supported this rearrangement on one homolog and identified accompanying small segmental duplications at both breakpoints, resulting in two distinct 2L–3R junctions (Additional file 1: Fig. S1F, G). The breakpoints disrupt one copy each of *Oatp30B* (2L) and *heph* (3R) on the translocated homolog.

At the nucleotide level, we benchmarked the assembly by calling single nucleotide polymorphisms (SNPs), short variants smaller than 50 bp, and structural variants above 50 bp (Fig. 1E, F). Re-mapping OSC-derived Illumina and Nanopore reads to our assembly yielded fewer than 6,000 homozygous aberrations. In contrast, mapping the same reads to dm6 revealed over 500,000 homozygous differences, highlighting considerable differences between the two genomes. On average, the OSC genome differs from dm6 by ~ 6 SNPs per kb, which has important implications for experimental design. For example, the gene coding for the piRNA biogenesis factor SoYb harbors 85 homozygous nucleotide differences across its 4,431 bp coding sequence, highlighting the necessity of a cell-line-specific reference for designing effective siRNAs or CRISPR guide RNAs.

We next examined allelic variation to assess the heterozygosity of the OSC line. Consistent with its non-isogenic origin, we detected >250,000 heterozygous SNPs (Fig. 1E). However, these variants were unevenly distributed: SNP density plots along the chromosome arms revealed extensive ‘SNP deserts’, where density dropped from ~6 per kb to <0.1 (Fig. 1G; Additional file 1: Table S1). These regions correspond precisely to previously described loss-of-heterozygosity (LOH) domains, thought to have arisen from segmental deletions or copy-neutral mitotic recombination events during cell line immortalization [33]. Mapping of short and long structural variants showed that while short variants were also largely absent from LOH regions, long variants were still present (Fig. 1H). Consistent with previous reports [33], many long variants correspond to transposable element insertions, suggesting that new transposition events occurred after the LOH-generating episodes that shaped the immortalized OSC genome.

In summary, OSC_r1.01 is a high-quality, contiguous, and complete genomic resource. By providing detailed insights into the stable structural and allelic variation of this line, it establishes a robust foundation for high-resolution studies of transposon biology and piRNA-mediated genome defense.

### Annotation and genome browser integration of the OSC genome

To ensure broad usability, we comprehensively annotated both genes and repeats in the OSC genome (Fig. 2A). Gene models from FlyBase [35] were aligned to the assembly, while transposable elements were annotated using RepeatMasker with a library of *Drosophila melanogaster* transposon consensus sequences [36]. Together, these annotations provide a detailed map of the gene and transposon landscape in OSCs.

**Fig. 2:**
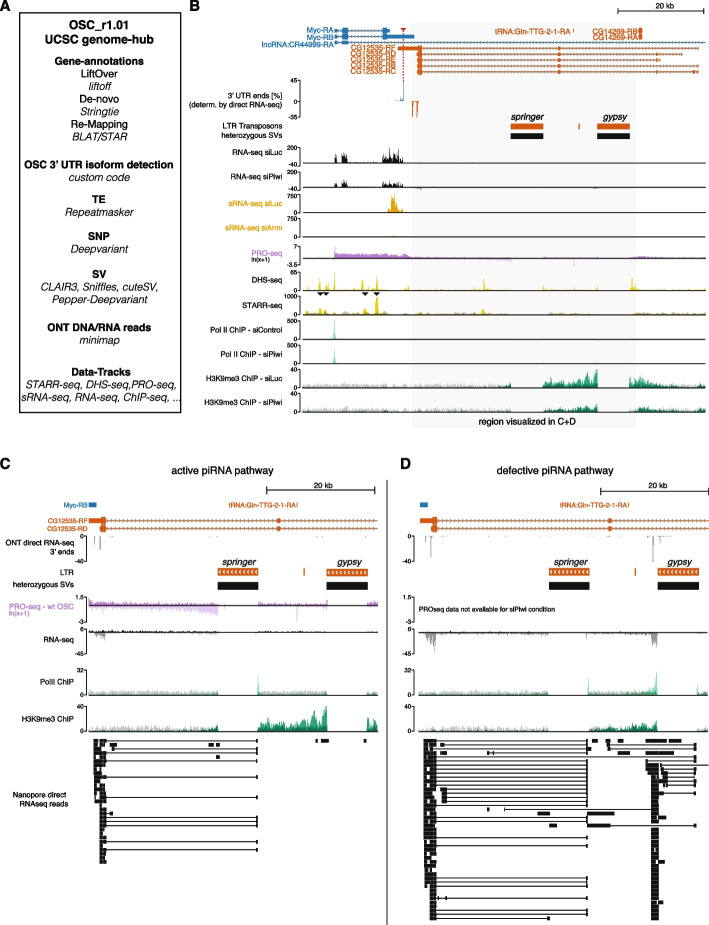
An OSC genome browser resource with functional gene expression datasets. **A** Overview of datasets and genome annotations included in the UCSC OSC genome browser with tools used for track generation or data type indicated. **B** Genome browser view of the *Myc* and *CG12535* loci. The extent of a novel 3′ UTR isoform of the *Myc* transcript identified by Nanopore direct RNA-seq 3′ end quantification is marked by a red arow. Individual detected genic 3′ ends are shown as a percentage of all detected 3′ ends for each gene. (genome-uniquely mapping STARR-seq, DHS-seq, ChIP-seq, PRO-seq and RNA-seq profiles are shown as coverage per million reads, small RNA coverage was normalized to 1 Mio miRNA reads, data is displayed as the average of 3 replicates; negative read-counts indicate coverage on the antisense strand; PRO-seq signal is displayed as ln(x + 1)-transformed coverage; ChIP-seq signal is shown as an overlay of ChIP (green) and ChIP input (grey); STARR-seq and DHS-seq are shown as an overlay of experiment (yellow) and input (grey); STARR-seq peaks in the *Myc* locus are indicated with black arrows). **C**, **D** Genome browser views of the *CG12535* locus containing heterozygous *springer* and *gypsy* LTR retrotransposon insertions. Shown in addition to (**B**) are ONT direct RNA-seq reads. **C** Control cells with an active piRNA pathway. **D** Piwi-depleted cells with a defective piRNA pathway (representative subset of ONT direct RNA-seq reads shown)

To enrich these annotations, we integrated a diverse collection of published and newly generated sequencing datasets (Additional Table 2). This panel includes transcriptome data (poly(A)-selected and rRNA-depleted RNA-seq, small RNA-seq, direct long read RNA-seq), transcriptional dynamics (precision run-on (PRO)-seq, Pol II chromatin-immunoprecipitation (ChIP)-seq), chromatin state (ChIP-seq for H3K9me3, DNase-hypersensitivity (DHS)-seq for chromatin accessibility), and enhancer activity (self-transcribing active regulatory region (STARR)-seq for developmental genes; [37]). 

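Argonaute-bound small RNAs were purified from OSCs, a cell line of ovarian somatic cells of Drosophila melanogaster, and sequenced from 3 cultures treated with a control siRNA against luciferase (siLuc) and 3 treated with an siRNA against armitage (siArmi), a factor of piRNA biogenesis. Cells received the siRNA a second time after 48 h and were harvested at 96 h. The authors kept reads of 24 to 35 nt, aligned them to transposon consensus sequences with bowtie, and gave a read that aligned to 2 places of a single consensus a weight of 0.5 at each. They deposited the coverage of every position of 122 elements on each strand, scaled to 1000000 miRNA reads. The smallest step between values corresponds to 0.5 read, from which the number of miRNA reads behind each library follows. It was 1297626 to 1799370 in siLuc (median 1411915) and 586560 to 875165 in siArmi (median 725180). Coverage is not a read count, so the mean coverage per nt of each element was compared on the log2(value + 1) scale with limma, for elements with a mean coverage of at least 10 in the libraries of the comparison, at a Benjamini-Hochberg adjusted p of 0.05. In each of the 6 fits with these settings limma estimated infinite prior degrees of freedom. Each element was therefore tested against the spread shared across elements and not against its own replicates. The shared spread was taken at the coverage level of the element, and in the comparison of strands at its log2 ratio of antisense to sense coverage. A test of 3 libraries against 3 on a single element could not give an exact p below 0.1. Replicates of a group differed by more than the sampling noise and were counted as separate samples. Scaling to miRNAs makes every value depend on the miRNA content of the library, and elements of similar sequence can lose reads that align to more than 1 consensus.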

To maximize accessibility, all annotations and functional datasets were organized into a dedicated UCSC genome browser hub (Additional file 1: Fig. S2A) [38]. This interactive platform enables users to explore the OSC genome at nucleotide resolution, compare functional data sets with FlyBase annotations, and integrate their own data.

To illustrate the utility of the OSC genome browser, we examined a 90-kb region on the distal X chromosome encompassing the *Myc* and *CG12535* loci (Fig. 2B). For *Myc*, PRO-seq and Pol II ChIP-seq revealed robust transcription from a single promoter, likely regulated by four distinct enhancers identified by STARR-seq. Direct RNA-seq showed that *Myc* produces a single transcript isoform in OSCs with a 3′ UTR that is distinct from FlyBase annotations (Additional file 1: Fig. S2B). This transcript is a major source of piRNAs that map almost exclusively to the 3′ UTR (Fig. 2B).

By contrast, *CG12535* exhibited no detectable promoter activity, yet RNA-seq revealed expression of its terminal two exons (Fig. 2B). Closer inspection identified a heterozygous insertion of a *springer* LTR retrotransposon within the second intron as the source of this expression. 

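Antisense piRNA coverage of springer in the siLuc libraries was 79.3 ± 12.0 (SD, n = 3) per nt and per 1000000 miRNA reads, which ranked at position 37 of the 122 elements. Antisense reads made up 4.03% ± 0.17 (SD, n = 3) of its coverage.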

The *springer* element is oriented in the same direction as the host gene and is not targeted by antisense piRNAs in OSCs. Genome-uniquely mapping Pol II ChIP-seq and PRO-seq reads confirmed that the insertion is transcriptionally active (Fig. 2C). Moreover, direct RNA-seq demonstrated that transcription initiates at the first *springer* LTR and, through use of the *envelope* splice site donor [39], splices into the last two *CG12535* exons to produce transposon-mRNA chimeric transcripts (Fig. 2C; similar chimeric transcripts have also been described in [40]).

Notably, the *CG12535* locus also harbors a heterozygous insertion of the *envelope*-encoding *gypsy* retrovirus. In control cells, this element is embedded within H3K9me2/3-marked heterochromatin and remains transcriptionally silent (Fig. 2C), consistent with abundant *gypsy* antisense piRNAs in OSCs. 

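For gypsy, antisense coverage in siLuc cells was 2727 ± 504 (SD, n = 3) per nt and its sense coverage was 9.55 ± 0.22. The antisense strand carried 99.6% ± 0.066 of the coverage, and at least 816011 antisense reads stood behind the value in the library with the fewest.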

Loss of Piwi-dependent heterochromatin derepressed the *gypsy* insertion (Pol II ChIP-seq) and indirectly also increased transcription from the neighboring *springer* element, resulting in elevated levels of *springer*-*CG12535* chimeric transcripts (RNA-seq, direct RNA-seq) (Fig. 2D).

Together, the OSC genome assembly and its integrated functional datasets establish a powerful framework to interrogate the interplay between transposons, gene regulation, and piRNA-mediated silencing, providing both a reference resource and a platform for new discoveries.

### The OSC transposon landscape and its regulation by the piRNA pathway

Through their inherent mobility, transposable elements generate significant structural variation. A whole-genome comparison between the OSC_r1.01 assembly and the dm6 reference revealed more than 5,000 structural variants larger than 50 bp (Fig. 3A). While most variants represent small insertions or deletions, a prominent class spanning 5–10 kb consists almost entirely of transposon insertions (Fig. 3B).

**Fig. 3:**
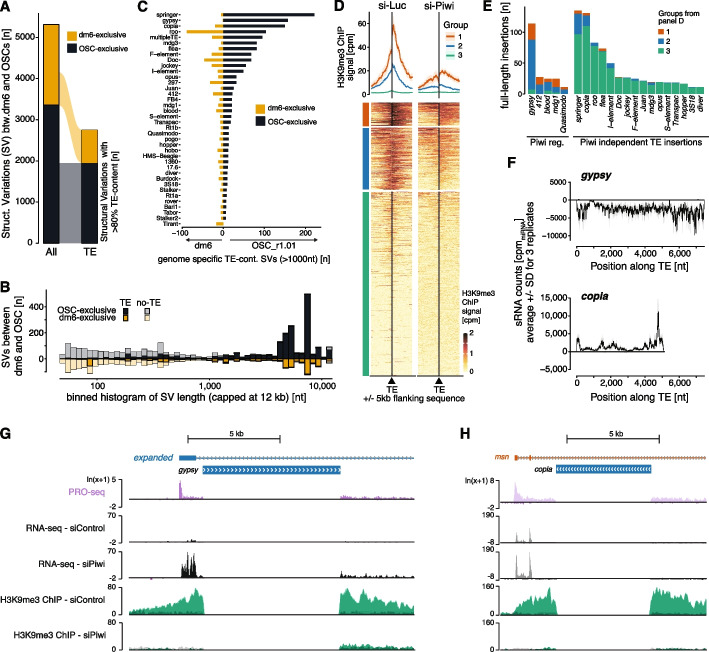
The OSC transposon landscape and its regulation by the piRNA pathway. **A** Quantification of structural variants (SVs) between OSC_r1.01 and dm6. Data are presented for all SVs (left) and for SVs comprising >80% transposable element content (right). Color grouping indicates the genome containing the additional sequence content. **B** Length distribution of the SVs determined in (**A**). SVs containing <80% transposable element content are shaded. **C** Structural variants (SVs) containing >80% transposon content, shown per element (minimum 10 variants; ‘multiple TE’ indicates SVs containing different transposon annotations). For each transposon, dm6-specific insertions are displayed to the left and OSC-specific insertions to the right. **D** Heatmaps of H3K9me3 ChIP-seq signal ±5 kb around full-length (>90% of consensus length) OSC transposon insertions in control (left) and *piwi*-depleted (right) conditions. Insertions were clustered into three groups by k-means, and the average ChIP-seq signal for each group is shown as a meta-profile above the heatmaps. **E** Classification of individual insertions from indicated transposons to the three groups defined in (**D**). Transposons were classified into *Piwi*-regulated or *Piwi*-independent categories based on an RNA-seq log₂ fold-change cutoff of >2.5. **F** Histogram plots showing piRNA coverage along the length of the *gypsy* and *copia* transposons. The x-axis indicates the position on the element, the y-axis shows average piRNA counts from three replicates, normalized to 1 million miRNAs (plus indicates sense piRNAs, minus indicates antisense piRNAs; shaded areas represent the standard deviation across replicates). **G, H** Genome browser views of the *expanded* (**F**) and *msn* (**H**) loci (ChIP-seq, PRO-seq and RNA-seq signals are shown as coverage per million reads; PRO-seq signal is displayed as ln(x + 1)-transformed coverage; negative read-counts indicate genomic minus strand reads; ChIP-seq is shown as an overlay of ChIP signal (green) and ChIP input (grey))

Most transposon-related structural variants in OSC_r1.01 are absent from the dm6 reference (Fig. 3C, Additional file 1: Fig. S3A). While these will include pre-existing germline variants from the *bam*-mutant founder strain, several lines of evidence suggest that a significant fraction represents novel mobilizations occurring during or after OSC immortalization [33]. Specifically, we identified numerous heterozygous transposon insertions within the large loss-of-heterozygosity (LOH) blocks in the OSC genome (see Fig. 1F). Because these segments were homogenized during cell line establishment, these heterozygous insertions must represent post-LOH transposition events. A few families of transposons disproportionately contributed to these insertions, including *springer*, *copia*, *gypsy*, and *flea* (Fig. 3C; Additional file 1: Fig. S3B). In contrast, families such as *roo* show numerous differences relative to dm6 but are virtually absent from the pool of heterozygous insertions in LOH regions, suggesting their distribution primarily reflects the founder strain's landscape. Furthermore, *Tirant*, an endogenous retrovirus that invaded natural *D. melanogaster* populations around the 1950 s [41], is abundant in dm6 (>17 full-length insertions) but entirely absent in OSC_r1.01, indicating the *bam*-mutant founder strain was *Tirant*-naïve (Fig. 3C).

The OSC line expresses a functional nuclear Piwi/piRNA pathway, where Piwi orchestrates the formation of H3K9me2/3-marked heterochromatin by binding piRNA-complementary nascent transposon transcripts [24]. With an accurate transposon insertion map, we assessed the heterochromatin status flanking all euchromatic transposon insertions using H3K9me3 ChIP-seq data. Hierarchical clustering grouped insertions into three categories: those associated with strong Piwi-dependent heterochromatin (group 1), those with weaker but still Piwi-dependent domains (group 2), and those with little or no heterochromatin (group 3) (Fig. 3D). This epigenetic landscape is remarkably stable; comparison of our 2023 data [34] with H3K9me3 ChIP-seq data generated in 2012 by us [24] or in 2016 by the Saito laboratory [42] revealed nearly identical profiles across all three groups (Additional file 1: Fig. S3C). Analysis of our clonal OSC line confirmed that these categories reflect stable genomic insertions rather than population mosaicism (Additional file 1: Fig. S3D, E).

The three transposon groups largely mirror whether a transposon family is under piRNA control. Insertions of transposon families whose expression is strongly repressed by piRNAs in OSCs (e.g. *gypsy*, *mdg1*, *412*) were almost exclusively assigned to groups 1 and 2 (Fig. 3E-G). By contrast, those from families lacking antisense piRNAs (e.g. *copia*, *springer*) or transcriptional activity in OSCs (e.g. *roo*, *Doc*, *mdg3*) were largely placed in group 3 (Fig. 3E, F). These results reinforce a model where Piwi-dependent heterochromatin formation requires both the transcriptional activity of the transposon and the presence of cognate antisense piRNAs.

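The elements mdg1 and 412 had antisense coverages of 4636 ± 792 and 7967 ± 1349 (SD, n = 3) in siLuc cells. With gtwin at 5686 ± 1007 they were the 3 elements with the most antisense coverage, and together they held 36.7% of the antisense signal of all elements. Sense coverage was 2.55 ± 0.18 for mdg1 and 0.866 ± 0.12 for 412. The log2 ratio of antisense to sense coverage was 10.34 for mdg1 and 12.05 for 412, and it stayed between 10.27 and 10.45 and between 11.99 and 12.14 with each library left out in turn. A pseudocount sets the size of such ratios where the sense value is low, and with other pseudocounts or the median over positions it ranged from 8.52 to 11.06 for mdg1 and from 9.51 to 13.00 for 412.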

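In siLuc cells the antisense coverage of copia was 17.1 ± 2.0 (SD, n = 3), below that of roo (1088 ± 191), Doc (707.5 ± 137) and mdg3 (120.9 ± 19.7). Antisense reads accounted for 1.23% ± 0.13 of the coverage of copia, 95.3% ± 0.11 of that of roo, 80.5% ± 0.74 of that of Doc and 67.3% ± 0.44 of that of mdg3. The differences between these shares were many times the spread between libraries.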

Unexpectedly, we identified striking intra-family exceptions to these rules. For example, a *copia* insertion within the *msn* gene formed one of the strongest Piwi-dependent heterochromatin domains in the genome (Fig. 3H, Additional file 1: Fig. S3C). This was surprising because *copia* is highly expressed In OSCs, lacks antisense piRNAs, and most of the other ~150 *copia* insertions are devoid of heterochromatin (Additional file 1: Fig. S3F). Closer inspection revealed that nearly all heterochromatin-marked *copia* insertions (we made similar observations for *springer*) reside in antisense orientation within the introns of actively transcribed host genes (Additional file 1: Fig. S3G). In this configuration, the abundant *sense* piRNAs produced by these elements (Fig. 3F) can recognize the *antisense* TE sequence within the nascent host pre-mRNA, thereby nucleating local heterochromatin domains (Fig. 3H).

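Sense coverage in siLuc cells was highest for springer, at 1895 ± 319 (SD, n = 3), followed by copia at 1390 ± 241. The pair held 61.8% of the sense signal of all elements, of which springer gave 41.2% and copia 20.6%. The log2 ratio of antisense to sense coverage was -4.56 for springer and -6.25 for copia, and the sense strand was the higher in each of the 3 libraries.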

Together, these results demonstrate how a precise transposon map, integrated with functional datasets, reveals the nuanced rules governing how the nuclear piRNA pathway controls gene expression and chromatin patterns.

### The OSC *flamenco* cluster and its impact on transposon piRNA profiles

Ovarian somatic cells, including the OSC line, predominantly generate transposon antisense piRNAs, with the genetically identified *flamenco* locus [43, 44] serving as the principal genomic source [39, 45, 46]. 

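Over all elements, 91.5% ± 0.13 (SD, n = 3) of the transposon coverage in siLuc cells was antisense. Of 79 elements with a mean coverage of at least 10 on either strand, 53 had more antisense and 25 more sense coverage by limma. The antisense share was above 90% for 40 elements and below 10% for 10. Without a filter, 80 of 121 elements had more antisense and 37 more sense coverage, and the coverage limits used for Fig. 4F left 32 elements, 28 with more antisense and 4 with more sense coverage. The 10 elements with the most antisense coverage held 67.3% of the antisense signal.

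**Figure D1:**
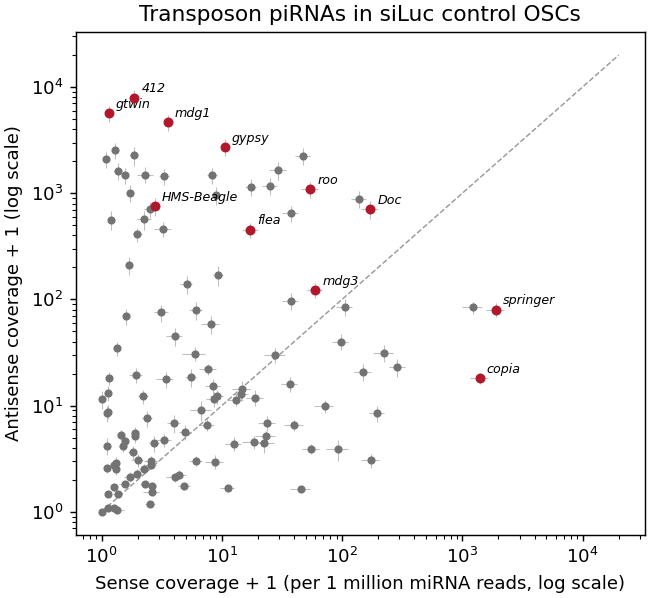
Mean sense coverage (horizontal, log scale) against mean antisense coverage (vertical, log scale) of each element in siLuc cells, per 1000000 miRNA reads with 1 added; error bars are the SD of 3 libraries and the dashed line marks equal coverage. The elements copia and springer lie far below the line, and mdg1, 412, gtwin and gypsy far above it.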

Located at the boundary between euchromatin and pericentromeric heterochromatin on chromosome X, *flamenco* exhibits high structural diversity across *Drosophila* strains [47]. Consistent with this, our comparison of the OSC assembly with the dm6 reference identified *flamenco* as one of the most divergent genomic regions (Additional file 1: Fig. S4A, B).

Alignment of Oxford Nanopore (ONT) genomic reads from OSC DNA to the different assemblies underscored these differences. When mapped to dm6, ONT reads aligned only in fragmented segments with poor coverage (Fig. 4A). By contrast, mapping the same reads to OSC_r1.01 produced seamless, continuous alignments with uniform coverage, interrupted only by seven heterozygous structural variants, including a heterozygous *gypsy* insertion at the *flamenco* 5′ end (Fig. 4B). Unlike the dm6 reference, which contains an assembly gap within *flamenco* (Fig. 4A), OSC_r1.01 provides a contiguous, gapless reconstruction of the entire extended OSC *flamenco* region flanked by *DIP1* and *CG14621* (Fig. 4B). Based on this assembly, the extended *flamenco* locus spans approximately 1.5 Mb, raising the question of how far functional transcription and piRNA production extend beyond the annotated promoter near *DIP1*.

**Fig. 4:**
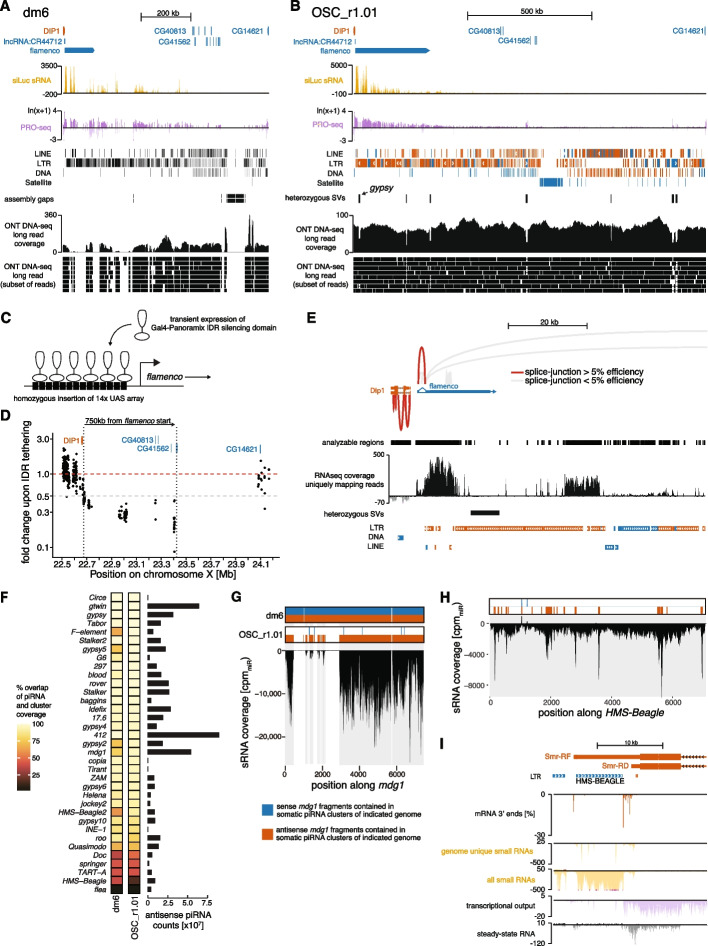
Reconstruction of the *flamenco* cluster in OSCs reveals its transcriptional extent and impact on transposon piRNA profiles. **A** Genome browser view of the extended *flamenco* locus (between *DIP1* and *CG14621*) in dm6, indicating gene annotations, transposon insertions, and assembly gaps. Small RNA data (genome-unique reads) were normalized to 1 million miRNAs. PRO-seq signal (genome-unique reads) represents ln(x+1)-transformed coverage per million (negative counts indicate genomic minus strand reads). At the bottom, OSC-derived ONT DNA-seq data are shown as coverage and representative reads. The 'assembly gaps' track indicates the positions of gaps in the dm6 reference genome assembly. **B** Genome browser view of the extended *flamenco* locus (between *DIP1* and *CG14621*) in OSC_r1.01, indicating gene annotations, transposon insertions (antisense in orange, sense in blue), and no assembly gaps. Small RNA and PRO-seq tracks as in (A). At the bottom, OSC-derived ONT DNA-seq data are shown as coverage and representative reads. Heterozygous structural variants from ONT reads are indicated, including a labeled heterozygous *gypsy* insertion. **C** Schematic of the *flamenco* silencing experiment. **D** 1-kb tile analysis of fold change in small RNA coverage (genome-unique reads) upon *flamenco* silencing across the extended *flamenco* locus in OSC_r1.01. Dotted lines mark the region from the *flamenco* TSS to the most distal analyzable point showing silencing. **E** Genome browser view of the initial 73 kb of *flamenco* in OSC_r1.01, including *DIP1*. All identified splice junctions are shown. Analyzable (genome-unique) regions are indicated; multi-mapping regions were excluded from splice assessment. RNA-seq coverage used for splice analysis is shown as counts per 10 million genome-uniquely mapped reads. **F** Heatmap showing the concordance (percent overlap) between transposon antisense piRNA coverage and their corresponding fragments within the *flamenco*, *20A*, and *77B* piRNA clusters, separately for dm6 (left) and OSC_r1.01 (right). Shown to the right are the antisense piRNAs targeting each transposon (normalized to 1 million miRNAs). **G** Histogram of piRNA coverage along *mdg1* (negative read-counts indicate coverage on the antisense strand). Above, *mdg1* fragments present in *flamenco*, *20A*, and *77B* (dm6 and OSC_r1.01) are shown (sense: blue; antisense: orange). Regions with antisense piRNA coverage are shaded gray. **H** Histogram of piRNA coverage along *HMS-Beagle* (negative read-counts indicate coverage on the antisense strand). Above, *HMS-Beagle* fragments present in *flamenco*, *20A*, and *77B* in OSC_r1.01 are shown (sense: blue; antisense: orange). Regions with antisense piRNA coverage are shaded gray. **I** Genome browser view of the antisense *HMS-Beagle* insertion in the *Smr* 3′ UTR. Individual genic 3′ ends from ONT direct RNA-seq 3′-end quantification are shown as percent of all detected *Smr* 3′ ends. RNA-seq and PRO-seq are shown as counts per million; small RNAs are shown as genome-unique and all-mapping reads (normalized to 1 million miRNAs; negative read-counts indicate coverage on the antisense strand)

To address this, we inserted UAS sites upstream of the *flamenco* promoter on both alleles of the diploid OSC line (Fig. 4C). 

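For the silencing of flamenco, a clonal OSC line with 14 UAS sites upstream of the flamenco promoter was transfected with the GAL4 DNA-binding domain fused to the repressor domain of Panoramix (Gal4-Panx-IDR) or with GAL4 alone. Gal4-Panx-IDR cells were harvested at day 6 and at day 7, which the authors treat as replicates, and 2 libraries were made of the Gal4 control. The Gal4-Panx-IDR cells had been sorted for reduced GFP and the control cells had not, so sorting and silencing differ between the same groups. Argonaute-bound small RNAs were sequenced, and the deposited values are transposon coverage per 1000000 miRNA reads. The implied number of miRNA reads was 87066 and 110492 in the Gal4 libraries and 151205 (day 6) and 117444 (day 7) in the Gal4-Panx-IDR libraries. These libraries are shallower than the siRNA libraries, whose 3′ adaptor also differed, so changes were computed within the tethering libraries only. With 2 libraries against 2, an exact test on a single element cannot give a p below 0.333, and the limma test rests on the spread shared across elements.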

Transient transfection with a fusion protein between the GAL4 DNA-binding domain and the transcriptional repressor domain of Panoramix [29] suppressed piRNA production from *flamenco* (Fig. 4D) without affecting piRNAs derived from *cluster 20A*, *cluster 77B*, or genic 3′ UTRs (Additional file 1: Fig. S4C-G). At *flamenco*, piRNA loss extended at least as far as ~730 kb downstream of the promoter, demonstrating that transcription across much of this expanded locus contributes to piRNA generation (Fig. 4D). To determine the impact of *flamenco* silencing on global piRNA populations, we quantified changes in antisense piRNA levels for transposons represented within the OSC *flamenco* locus. Most families with antisense insertions in *flamenco* showed a strong depletion of antisense piRNAs upon repression, confirming *flamenco* as their primary source (Additional file 1: Fig. S4H). 

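Of 73 elements with a mean antisense coverage of at least 10 in the tethering libraries, 39 were lower and 6 higher in Gal4-Panx-IDR than in Gal4 cells (limma, Benjamini-Hochberg adjusted). The elements were not restricted to those with insertions in flamenco, because the assembly was not used here. The groups did not overlap for 64 of the 73 elements, among them all 39. Chance gives 33.3% for a single element, but the elements come from the same libraries and are not independent replicates. The count is therefore no test of the set, and the 39 had been picked by limma from the same values. The ratios of group means of the 39 lower elements ranged from 0.232 to 0.712 with a median of 0.345. The largest decreases on the log2 scale were those of gypsy3_new (-2.06), gypsy10_new (-2.05) and gypsy4 (-2.03). Antisense coverage of mdg1 went from 5733 ± 353 to 1869 ± 308 (SD, n = 2 each), and that of 412 from 9481 ± 537 to 3943 ± 499. The ratio was 0.382 for gypsy, 0.369 for gtwin, 0.466 for Doc and 0.275 for springer. Scaled to total transposon signal, the median log2 change of all tested elements moved by 0.64, from -0.57 to 0.07. With this scaling 33 elements were lower and 28 higher. The total, which includes roo, was itself lower in both Gal4-Panx-IDR libraries than in both Gal4 libraries. Dividing by it removes by construction a loss shared by the elements. The count of 28 is thus relative to the total and does not show that so many elements gained antisense piRNAs. Scaled to total transposon signal, mdg1 had a log2 change of -0.95, 412 of -0.60 and gypsy of -0.72. With the median over positions 22 elements were lower and 3 higher, and gypsy3_new and Doc were no longer called. From the depletion in most families with antisense insertions in flamenco, the paper concludes that flamenco is their primary source.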

Interestingly, while *roo* also has antisense fragments within *flamenco*, its antisense piRNA levels increased upon *flamenco* silencing. We speculate that a *roo* antisense transcript from an uncharacterized locus is derepressed in *flamenco*-depleted cells, leading to the observed piRNA increase.

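Antisense coverage of roo was 1314 ± 108 (SD, n = 2) in Gal4 cells and 11538 ± 1596 (SD, n = 2) in Gal4-Panx-IDR cells, a ratio of 8.78 ± 1.2. The log2 change was 3.13 by limma and 3.80 when scaled to total transposon signal. In 10 equal parts of the 9092 nt consensus the ratio ran from 1.16 (nt 6366 to 7274) to 18.4 (nt 8184 to 9092), and no part held more than 21.7% of the increase. Over nt 6401 to 7800, the longest run of 100-nt windows with a ratio below 1.5 and chosen from these values, coverage was 713.8 ± 66.5 in Gal4 and 679.7 ± 21.5 in Gal4-Panx-IDR cells. Sense coverage of roo fell, from 141.3 ± 20.5 to 52.8 ± 4.68. The paper speculates that derepression of an antisense roo transcript, from a locus not yet characterized, underlies the rise in cells depleted of flamenco.

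**Figure D2:**
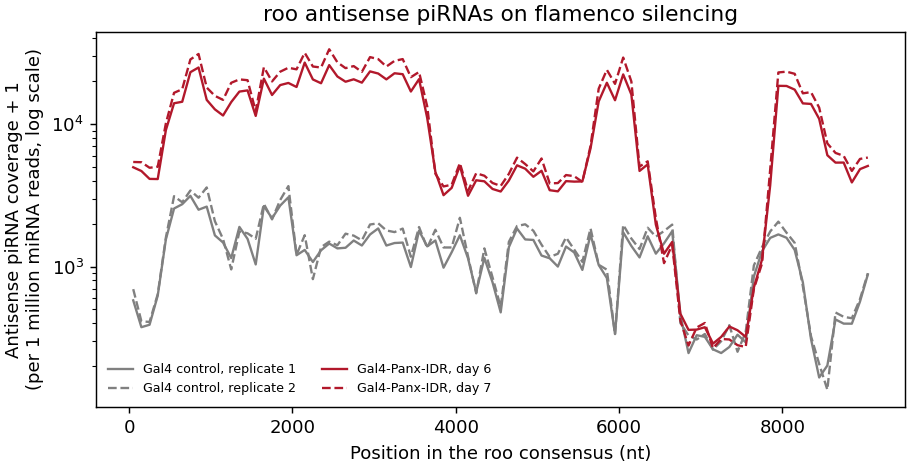
Antisense piRNA coverage with 1 added (vertical, log scale, per 1000000 miRNA reads) in 100-nt windows along roo (horizontal, nt), with a line for each of 2 Gal4 (gray) and 2 Gal4-Panx-IDR (red) libraries. Both red lines run above both gray lines in each window outside nt 6401 to 7800, and within it the lines lie close together with red above gray in some windows and below in others.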

Analysis of uniquely mapping small RNAs revealed that piRNA output diminishes gradually along *flamenco*, dropping below 5% of peak levels beyond 500 kb from the transcription start site (Fig. 4B). While *flamenco* transcripts have been proposed to undergo extensive splicing [46], our analysis of ribo-zero RNA-seq data provided no evidence for additional splice events beyond the previously described intron near the promoter (Fig. 4E, Additional file 1: Fig. S4I). These findings suggest that the decline in piRNA output reflects a decay in transcriptional activity rather than alternative processing, a conclusion supported by PRO-seq data (Fig. 4B).

Finally, we asked to what extent the sequence content of the three active piRNA clusters in OSCs—*flamenco*, *20A*, and *77B*—defines the cellular transposon piRNA repertoire. We compared OSC piRNA profiles to the exact antisense transposon content within these three clusters using both dm6 and OSC_r1.01. The OSC_r1.01 assembly markedly improved the correlation between cluster content and observed piRNA profiles (Fig. 4F). For example, the LTR retrotransposon *mdg1* generates an exclusively antisense piRNA profile with several pronounced gaps in OSCs (Fig. 4G). 

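The antisense strand held 99.94% ± 0.0070 (SD, n = 3) of the mdg1 coverage in siLuc cells. Positions with less than 10% of the mean coverage of the element made up 27.6% of the 7480 nt consensus, and mean antisense coverage was 48.6 there and 6383 at the other positions. The gaps of at least 100 nt ran from nt 457 to 1096, 1200 to 1315, 1514 to 1739, 1862 to 1968, 2180 to 2912 and 6719 to 6819.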

The dm6 version of *flamenco* contains complete sense and antisense *mdg1* copies, which is inconsistent with the observed data. In contrast, OSC_r1.01 contains only *mdg1* antisense fragments in *flamenco* that correspond precisely to regions of abundant piRNA production (Fig. 4G). 

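Antisense coverage over mdg1 nt 1000 to 2100 was 526.4 ± 83.5 (SD, n = 3) in siLuc cells, against 5345 ± 914 at the other positions, or 9.86% ± 0.15 of it. On silencing of flamenco this part was reduced to 0.517 of its Gal4 level (0.526 at day 6 and 0.508 at day 7), and the other positions to 0.323 (0.285 and 0.362). The part was at 8.86% ± 0.10 of the other positions in Gal4 and at 14.4% ± 2.8 in Gal4-Panx-IDR cells (SD, n = 2 each). Within the part, gap positions were reduced to 0.4798 and the other positions, with a coverage of 1040 ± 160 in siLuc cells, to 0.523 of their Gal4 level. Gap positions outside nt 1000 to 2100, with a coverage of 29.3 ± 6.55 in siLuc cells, were reduced to 0.506.

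**Figure D3:**
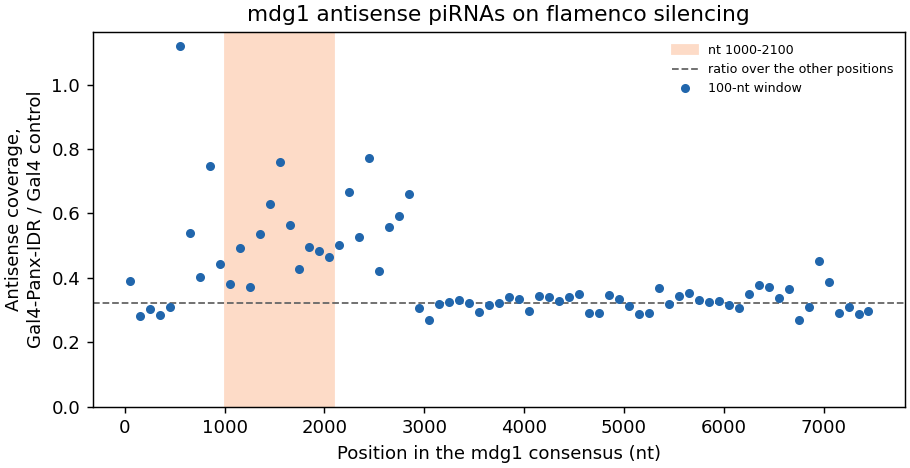
Ratio of antisense coverage in Gal4-Panx-IDR to Gal4 cells (vertical) in 100-nt windows of mdg1 (horizontal, nt) with a Gal4 coverage of at least 10; each point is the ratio of the means of 2 libraries per group, the shaded area is nt 1000 to 2100 and the dashed line the ratio of 0.323 over the other positions. Windows from nt 501 to 1100 and from nt 2201 to 2900 lie above the line, inside and outside the shaded area. They cover most of the gaps from nt 457 to 1096 and from nt 2180 to 2912. Windows at nt 401 to 500 and 2901 to 3000, which hold an end of these gaps, lie below it at 0.311 and 0.306. Those at nt 6701 to 6800 and 6801 to 6900, which hold the gap from nt 6719 to 6819, lie below it at 0.268 and 0.308. Windows from nt 501 to 1000 had a Gal4 coverage of 15.2 to 29.2. There 1 read counts 11.5 or 9.05 at a position, so the ratios of these windows rest on few reads.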

Notably, the low-abundance piRNAs mapping to *mdg1* (nt 1,000–2,100) precisely matched antisense fragments uniquely found in cluster *20A*, which is transcribed at lower levels than *flamenco*.

Overall, the sequence content of these three clusters accounts for the vast majority of transposon antisense piRNAs in OSCs. 

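The antisense coverage of flea was 452.7 ± 73.6 and that of HMS-Beagle 757.2 ± 153 (SD, n = 3) in siLuc cells, at positions 28 and 21 of the 122 elements. On silencing of flamenco, flea went from 1015 ± 130 to 1081 ± 64.1 and HMS-Beagle from 1055 ± 53.5 to 666.7 ± 39.0 (SD, n = 2 each). The log2 change was 0.09 for flea (adjusted p = 0.729 by limma) and -0.66 for HMS-Beagle (adjusted p = 0.0107 by limma), whose silenced libraries both lay below both controls. The change of flea was -0.04 without the first Gal4 library. Scaled to total transposon signal, the log2 change was 0.77 for flea and 0.01 for HMS-Beagle. That scaling raised the median change of all elements by 0.64, because it removes a loss shared by the elements. The value of flea is therefore no evidence of a gain. The call of HMS-Beagle was lost without either Gal4-Panx-IDR library.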

Rare exceptions, such as piRNAs targeting *flea* and *HMS-Beagle*, likely originate from other sources (Fig. 4H). For instance, an antisense *HMS-Beagle* insertion within the 3′ UTR of *Smr* likely accounts for the observed antisense piRNAs (see also [48]), while more prominent peaks are explained by small *HMS-Beagle* fragments in *flamenco* (Fig. 4I). 

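Positions of HMS-Beagle above 3 times its median antisense coverage of 719.4 in siLuc cells numbered 66 and lay at nt 1877, nt 5525 to 5553 and nt 5636 to 5671. Coverage was 3128 ± 352 (SD, n = 3) at these peaks and 734.9 ± 151 at the other positions, and the peaks carried 3.86% of the signal. On silencing of flamenco, the peaks were reduced to 0.351 of the Gal4 level (0.358 at day 6 and 0.345 at day 7) and the other positions to 0.645 (0.672 and 0.617). The ratio of these ratios was 0.545, and 0.769 with peaks set at 2 times the median.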

In summary, the OSC_r1.01 assembly provides a complete reconstruction of the *flamenco* cluster, reveals its 700-kb transcriptional extent, and demonstrates how its specific sequence architecture dictates the somatic piRNA repertoire.

## Conclusions

We present a high-quality de novo assembly of the *Drosophila* ovarian somatic cell (OSC) genome, providing a reference for one of the most widely used cell systems in piRNA research. This resource closes an important gap between the biology of OSCs and reliance on the *Drosophila melanogaster* dm6 reference genome, which differs considerably in transposon content and piRNA cluster composition.

The OSC genome resolves the structure and transcriptional extent of the *flamenco* piRNA cluster, demonstrates how cluster sequence content directly determines the piRNA repertoire targeting most transposons in this cell line, and clarifies how orientation and genomic context of transposon insertions dictate whether they are targeted by the nuclear Piwi pathway. These findings showcase the value of accurate genome assemblies for interpreting small RNA populations and their functional consequences.

One of the goals of this work was to establish the OSC genome assembly as a useful community platform. By providing comprehensive gene and transposon annotations together with an interactive UCSC genome browser hub, it enables seamless integration of diverse datasets. We anticipate that this accessibility will aid the design of targeted experiments, facilitate cross-study comparisons, and accelerate discovery in piRNA biology. We note that Siomi, Iwasaki and colleagues recently published a genome assembly of the OSC line used in their laboratory [40], which differs slightly from the line sequenced by us [33]. As their assembly lacks annotations and a browser-compatible resource, we hope that a common platform featuring both genome assemblies will be established in the future.

## Materials & methods

All materials used in this study, including cell lines and commercial kits with their respective order numbers, are detailed in the Key Resources Table (Additional file 1: Table S3).

### OSC cell culture

Ovarian somatic cells (OSCs) were received as a gift from the Siomi laboratory in 2010 and we established a master cell-bank from these original cells. OSCs used for this study have been derived from this cell-bank. Cell line identity was confirmed via origin and the consistent maintenance of cell-type-specific functional properties (piRNA pathway activity and characteristic morphology); no formal authentication or mycoplasma testing was performed for this study.

OSCs were maintained at 27 °C in a humidified incubator with 2.5% CO₂, as previously described [12, 13]. Cells were cultured in M3 basal medium supplemented with 10% fetal bovine serum (FBS), insulin, glutathione, and fly extract. For siRNA-mediated knockdown, OSCs were electroporated using either an Amaxa 2B nucleofector (Lonza) with Kit V and program T-029, or an Amaxa 4D nucleofector with Buffer SF and program DG150. A total of 4 × 10⁶ cells were transfected in 100 µL electroporation buffer supplemented with 4 µL siRNA (50 µM stock). A second transfection was performed 48 h after the initial transfection, and cells were harvested 96 h post the initial transfection for downstream analyses.

### Genomic DNA isolation

Genomic DNA was isolated from OSC cells using a modified protocol based on Jain et.al [49]. OSCs from T75 flasks were washed with (Phosphate Buffered Saline) (NaCl 8g/L; KCl 0.2 g/L; Na_2_HPO_4_ 1.15 g/L; KH_2_PO_4_ 0.2 g/L) and lysed directly in 10 mL lysis buffer (200 mM NaCl, 100 mM Tris-HCl pH 8.5, 50 mM EDTA, 0.5% SDS, 50 µL Qiagen Puregene Proteinase K per 10 mL). The lysate was incubated at 60 °C for 5 h with occasional gentle mixing. After cooling, 100 µL Qiagen RNase A solution was added and incubated for 2 h at 37 °C. Following RNase treatment, the lysate was transferred to a Qiagen MaXtract high-density tube for sequential extractions. It was first mixed with 10 mL phenol (pH 8.0) by rotation (20 min, 20 rpm), then centrifuged (10 min, 1,500 g, 4 °C). The aqueous phase was transferred to a new MaXtract tube, mixed with 5 mL phenol (pH 8.0) and 5 mL chloroform, and rotated (10 min, 20 rpm) before a second centrifugation. The final aqueous phase was mixed with 7 mL isopropanol to precipitate DNA, which was then spooled with a sealed Pasteur pipette. The DNA was washed three times with 70% ethanol and resuspended in 100 µL Tris-HCl (pH 8.7) by overnight rotation at 4 °C for solubilization.

### Nanopore DNA library preparation and sequencing

Libraries were prepared using either the LSK108 ligation sequencing kit (Oxford Nanopore Technologies) or the RAD002 rapid sequencing kit. LSK108 libraries were constructed according to the manufacturer’s standard protocol to ensure efficient adaptor ligation and clean-up. RAD002 libraries followed the modified protocol of Jain et al. [49]. In this approach, the amount of transposase used during the fragmentation step was reduced to minimize over-fragmentation and preserve long DNA fragments, while the incubation time with the adaptor-ligation mix was extended to improve adaptor attachment efficiency. These modifications enabled the recovery of ultra-long DNA molecules (>100 kb). To further protect high–molecular weight DNA during handling, library clean-up conditions were optimized to reduce mechanical shearing, and all pipetting steps were performed with wide-bore tips using slow, minimal mixing. Sequencing libraries were directly loaded onto R9.4 (FLO-MIN106) flow cells and ran on the MinION device, following the manufacturer’s guidelines for flow cell priming, sample loading, and temperature control. Sequencing performance was monitored in real time with MinKNOW, and runs were continued until active pore counts declined substantially.

### Nanopore RNA library preparation and sequencing

Total RNA was isolated from 90% confluent T75 flasks of OSC cells. Cells were washed three times with PBS, lysed with 10 ml of Trizol, and incubated on a shaker for 30–60 minutes. The lysate was transferred to a 15 ml Falcon tube containing phase lock gel (2g transferred from 50 ml Maxtract tubes per 15 ml Falcon), mixed with 2 ml of chloroform by careful inversion, and centrifuged at 4800 g for 10 minutes at 20 °C using a swing-out rotor. The aqueous phase was transferred to a fresh Falcon tube, 7 ml of isopropanol was added, and the mixture was incubated at room temperature for 15 minutes. RNA was then pelleted by centrifugation at 20,000 g for 1 hour at 4 °C in a fixed-angle rotor. The supernatant was removed, and the pellet was washed with 75% ethanol. After complete removal of ethanol, the RNA pellet was resuspended in 500 µL of nuclease-free water without pipetting for mixing and carefully transferred to an Eppendorf tube. RNA concentration was measured using Qubit RNA BR.

mRNA was selected using oligo(dT) Dynabeads. A 200 µL aliquot of Dynabead slurry was washed twice with 2x binding buffer (10 mM Tris-HCl pH 7.5, 1.0 M LiCl, and 2mM EDTA) and resuspended in 100 µL of 2x binding buffer. Total RNA was heat-denatured at 65 °C for 5 minutes and snap-cooled on ice. Washed beads were added to the heat-denatured RNA, and the mixture was incubated with overhead rotation for 15 minutes. After incubation, the supernatant was removed, and the beads were washed three times with 500 µL of wash buffer (10 mM Tris-HCl pH 7.5, 0.15 M LiCl, and 1mM EDTA), resuspending the beads each time. mRNA was eluted into 12 µL of nuclease-free water by incubation at 80 °C for 1 minute. mRNA concentration was measured using Qubit RNA BR.

Nanopore direct RNA sequencing libraries were prepared from 10 µL of eluted mRNA following the RNA002 protocol (Oxford Nanopore Technologies). Half of the prepared library was used on a fresh flow cell for sequencing.

### Illumina DNA library preparation

Genomic DNA was fragmented using a Covaris E220 instrument with microTUBEs containing AFA fibers, following the manufacturer’s settings for a 400 bp peak size (Peak Incident Power = 140, Duty Factor = 10%, Cycles per Burst = 200, Treatment Time = 55 s). Size selection was performed with AMPure XP beads (Beckman Coulter). Long fragments were first removed by adding 53 µL of bead slurry per 100 µL of genomic DNA. Subsequently, an additional 25 µL of AMPure XP beads was added, and DNA fragments were purified according to the manufacturer’s protocol. Libraries were prepared using the NEBNext Ultra DNA Library Prep Kit (New England Biolabs) according to the manufacturer’s instructions, except for the final amplification step. For amplification, libraries were PCR-amplified using KAPA HiFi polymerase with EvaGreen fluorescence incorporated for real-time monitoring. PCR reactions were terminated once 3500-4000 RFUs (relative fluorescent units as measured by the BioRad CFX Connect Real Time PCR Detection System without baseline correction) were reached to prevent over-amplification. After purifications using the Zymo DCC5 columns, samples were sequenced (PE100, Illumina HiSeq2000).

### Hi-C library preparation

Hi-C libraries were generated as previously described [50], with minor modifications. OSCs were harvested, washed in PBS, and resuspended in M3 medium containing 1% formaldehyde at a density of 5 × 10⁶ cells/mL. After incubation for 10 minutes at room temperature (RT) with gentle rotation, 2 M Tris-HCl (pH 8.0) was added to a final concentration of 0.125 M to quench crosslinking. Samples were incubated for 5 minutes at RT, followed by 20 minutes on ice. Cells were pelleted, washed twice with PBS, and stored in aliquots of 5 × 10⁶ cells at –80 °C. Two OSC aliquots (5 × 10⁶ cells each; 1 × 10⁷ total) were processed in parallel. Cells were resuspended in 1 mL ice-cold lysis buffer, incubated for 30 minutes at 4 °C with rotation, and pelleted (2,500 g, 5 minutes, 4 °C). Pelleted nuclei were resuspended in 1 mL lysis buffer (10 mM Tris ph8; 10 mM NaCl; 0.2% Igepal CA-630; Protease inhibitor), pelleted again, and finally resuspended in 400 µL 1.2× NEB buffer 3.1, minimizing additional wash steps to reduce clumping.

Nuclei were digested overnight at 37 °C with rotation (800 rpm) using 30 U DpnII (NEB) in a final volume of 80 µL. After digestion, pellets were resuspended in 52 µL fill-in mix containing 2.2 µL biotin-14-dATP (1 mM, Jena Bioscience), 1.1 µL dNTP mix (2 mM dCTP, dGTP, dTTP each), 11 µL Klenow fragment, 5.72 µL NEB buffer 2, and nuclease-free water to volume, and incubated for 1.5 h at 37 °C with rotation. Filled-in nuclei were resuspended in a 250 µL ligation mix (27.5 µL Thermo T4 DNA ligase buffer, 2.2 µL 10% Triton X-100, 2.25 µL BSA [10 mg/mL], 232.5 µL H₂O, and 11 µL T4 DNA ligase). Samples were incubated at RT for 5 h with rotation. Aliquots (10 µL) were collected at digestion and ligation steps as process controls. Post-ligation, reactions were diluted to 500 µL with PBS, supplemented with NaCl (500 mM final concentration) and 10 µL proteinase K (20 mg/mL), and incubated overnight at 65 °C. DNA was purified by two rounds of phenol–chloroform extraction, followed by a chloroform wash, and ethanol precipitation in the presence of glycogen. Pellets were resuspended in 150 µL H₂O (controls in 10 µL), treated with RNase A (2 µL [10 U/µL], 30 minutes, 37 °C), and quantified using Qubit DNA BR. 130 microliters of DNA sample were transferred to Covaris microTUBEs and sheared on a Covaris E220 (<10 °C, intensifier inserted, 105 W peak power, 5% duty factor, 200 cycles/burst, 55 s). DNA was rinsed from Covaris tubes with 80 µL EB and subjected to two-step Ampure XP bead size selection (0.44× and 0.18×). DNA was eluted in 100 µL H₂O. Biotinylated DNA was captured with Dynabeads MyOne Streptavidin C1, pre-washed in Tween wash buffer (5 mM Tris-HCl pH 7.5, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween-20). Beads were resuspended in 100 µL 2× binding buffer (10 mM Tris-HCl pH 7.5, 1 mM EDTA, 2 M NaCl), mixed with DNA, and incubated for 1.5 h at room temperature with rotation. Beads were washed twice in 500 µL Tween wash buffer, twice in H₂O, and resuspended in 50 µL H₂O. Bead-bound DNA was subjected to end repair (7 µL End Prep buffer, 3 µL enzyme mix; 30 minutes at 20 °C then 30 minutes at 65 °C), adaptor ligation (2.5 µL NEB Illumina adaptor, 1 µL ligation enhancer, 30 µL ligation master mix; 15 minutes at 20 °C), and USER enzyme (NEB) treatment (3 µL; 15 minutes, 37 °C) using the NEBNext Ultra IIDNA Library Prep Kit. Beads were washed four times with 500µL Tween wash buffer. DNA was eluted in 20 µL pre-warmed elution buffer (10 mM EDTA, 95% formamide, 65 °C), ethanol-precipitated with glycogen and NaCl, and resuspended in 15 µL H₂O. PCR amplification was performed with KAPA HiFi polymerase (25 µL master mix, 2 µL EvaGreen, 2.5 µL 10 µM barcoded primer, 1 µL 25 µM universal forward primer, 4.5 µL water). Cycling proceeded for 5 cycles, stopping when real-time fluorescence monitoring reached 3,500-4,000 RFU (relative fluorescent units as measured by the BioRad CFX Connect Real Time PCR Detection System without baseline correction). PCR products were diluted, purified using Zymo DNA Clean & Concentrator-5, and eluted in 15 µL H₂O. Final libraries were quantified with Qubit, quality-checked on a Fragment Analyzer, and sequenced (PE75, illumina NextSeq 550).

### sRNA-seq library preparation

sRNA-seq libraries were prepared by first purifying Argonaute–sRNA complexes with homemade TraPR resin columns as described in [51]. OSCs were harvested using trypsin, washed 2x with PBS and stored at −70°C after snap freezing cell-pellets in liquid nitrogen. OSCs were lysed by adding 330 µL of TraPR lysis buffer. OSC lysates were clarified, normalized to equal protein amounts (depending on the experiment 70–120 µg total protein) after Bradford measurements, applied to TraPR columns, and Argonaute-bound RNAs were eluted, followed by phenol–chloroform extraction and precipitation. This column-based isolation bypasses conventional gel-based size selection and provides highly specific enrichment for Ago-associated small RNAs. To minimize ligation bias and facilitate library multiplexing, adaptors were designed with random nucleotides placed adjacent to the ligating end [52]. The 3′ adaptor carried six random bases at its 5′ terminus and contained sample barcodes (X) for multiplexing (/5rApp/NN NNN NXX XXX AGA TCG GAA GAG CAC ACG TCT/3ddC/). The 5′ adaptor was an RNA oligo bearing four random nucleotides at its 3′ terminus. After 3′ adaptor ligation with T4 RNA ligase 2, truncated KQ (NEB), samples were pooled as necessary, spiked with fluorescently labeled and ligation-blocked oligos and gel-purified on a 12.5% polyacrylamide–urea gel. After imaging using a Licor Odyssey gel-regions flanked by the fluorescent oligos were excised. Small RNAs were isolated using the Zymo ZR small RNA PAGE Recovery kit and subjected to 5′ adaptor ligation with T4 RNA ligase 1. Following cleanup with Zymo RCC5 columns, reverse transcription using SuperScript II was performed. Libraries were PCR-amplified with KAPA HiFi polymerase and dual-index barcoded primers (NEB). Amplification was monitored in real time with EvaGreen, and reactions were stopped upon reaching 3,500–4,000 RFU (relative fluorescent units as measured by the BioRad CFX Connect Real Time PCR Detection System without baseline correction) to prevent overamplification. Final libraries were size-selected on 2.5% low-melt agarose gels, gel-purified (Zymo), quantified with Qubit, multiplexed and sequenced (SE50, Illumina NovaSeq6000).

### PROseq library preparation

PROseq libraries were prepared using a protocol modified from Mahat et al. [53] from both isolated nuclei and permeabilized cells. Cells were harvested, washed with ice-cold PBS, and counted. Nuclei were isolated by resuspension in douncing buffer (10 mM Tris-HCl pH 7.4, 300 mM Sucrose, 3 mM CaCl_2_, 2 mM MgCl_2_, 0.1% Triton X-100, supplemented with 0.5 mM DTT, protease and RNase inhibitors), dounced 25 times with a tight pestle, and pelleted. Permeabilized cells were prepared by resuspension in permeabilization buffer (10 mM Tris-HCl pH 7.4, 300 mM Sucrose, 10 mM KCl, 5 mM MgCl₂, 1 mM EGTA, 0.05% Tween, 0.1% NP40 substitute, supplemented with 0.5 mM DTT, protease, and RNase inhibitors), incubated on ice for 5 minutes, and pelleted. Both nuclei and permeabilized cells were resuspended in storage buffer (10 mM Tris-HCl pH 8.0, 25% glycerol, 5 mM MgCl_2_, 0.1 mM EDTA, supplemented with 5 mM DTT), aliquoted, and snap-frozen in liquid nitrogen. Nuclear run-on reactions were performed using 2xNRO buffer supplemented with biotin-11-CTP and biotin-11-UTP (for 2-biotin mixes) or single biotinylated nucleotides (for 1-biotin mixes), ATP, GTP, and RNaseOUT. Samples were incubated at 30 °C for 3 minutes, followed by RNA extraction using Trizol-LS and chloroform. RNA was precipitated with Glycoblue and 100% ethanol, incubated for 15 minutes at room temperature, and pelleted by centrifugation (16,000 x G, 1 hour, 4 °C). Pellets were washed with 75% ethanol and stored at −80°C. Isolated RNA was fragmented by heat denaturation (65°C for 40 seconds) and alkaline hydrolysis (1N NaOH for 10 minutes on ice), then purified using P30 columns. Biotinylated RNA was enriched using MyOne C1 streptavidin beads, washed with high-salt, PROseq binding, and low-salt buffers, and eluted with Trizol and chloroform extraction. RNA was precipitated with Glycoblue and 100% ethanol. After decapping and hydroxyl repair using TAP and PNK enzymes followed by phenol purification, libraries were generated under sRNA-seq ligation conditions. 3′ adaptor ligation was performed with T4 RNA ligase 2, truncated KQ (NEB), using adaptors containing four random nucleotides at the 5′ end [52]. After a second streptavidin purification, 5′ adaptor ligation was performed with T4 RNA ligase, using adaptors containing four random nucleotides at the 3′ end, followed by a third streptavidin purification. Reverse transcription was carried out with SuperScript II using an adaptor-specific primer. Libraries were PCR-amplified with KAPA HiFi polymerase and barcoded Illumina primers in reactions monitored by EvaGreen real-time fluorescence. Reactions were stopped upon reaching 3,500–4,000 RFU (relative fluorescent units as measured by the BioRad CFX Connect Real Time PCR Detection System without baseline correction) to prevent overamplification. PCR products were separated on 2.5% low-melt agarose gels, gel-purified (Zymo), and multiplexed for sequencing (PE50, Illumina HiSeq2500).

### RNAseq library preparation

Total RNA was isolated using Trizol (Invitrogen) according to the manufacturer’s instructions. Ribosomal RNA was depleted using an RNAseH based protocol [54, 55]. In brief, standard 50-mer DNA oligos complementary to rRNA precursor [56] and mitochondrial rRNA sequences were annealed to 1 µg total RNA in Hybridase buffer with EDTA. Samples were denatured (95 °C, 3 min), cooled gradually to 45 °C, and incubated with Thermostable Hybridase RNAseH (1 h, 45 °C) to specifically degrade rRNA. Following digestion, samples were treated with Turbo DNAse (30 min, 37 °C) and purified using RNA Clean & Concentrator-5 columns (Zymo). Elution was carried out in NEBNext Ultra II First Strand Synthesis buffer for downstream library preparation. RNA-seq libraries were generated using the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs) according to the manufacturer’s instructions, except for the final amplification. Libraries were PCR-amplified with KAPA HiFi polymerase and barcoded Illumina primers, with amplification monitored in real time using EvaGreen fluorescence. Reactions were stopped upon reaching 3,500–4,000 RFU (relative fluorescent units as measured by the BioRad CFX Connect Real Time PCR Detection System without baseline correction) to prevent overamplification. Libraries were then purified, quantified by Qubit, assessed for fragment size, and multiplexed for Illumina sequencing.

### Generation of UAS landing-site cell lines

A donor repair template was generated by cloning ~1 kb homology arms flanking an attP-flanked Puro-mCherry cassette into a plasmid backbone. The construct was assembled by Gibson assembly, propagated in *E. coli* STBL3, and sequence-verified by Sanger sequencing (Plasmid map available at https://github.com/BrenneckeLab/Handler_2026-OSC-genome).

A sgRNA targeting the chosen insertion site within the *flamenco* upstream region (target: TATAAAAGTTACAAAATACG) was designed using CHOPCHOP, synthesized as complementary oligonucleotides, and cloned into a Cas9 expression vector (Addgene 49330 [57]). OSCs were co-transfected with the landing-site donor and sgRNA/Cas9 plasmids using the Amaxa 4D nucleofection system (buffer SF, program DG150). Forty-eight hours post-transfection, cells were replated into 10-cm dishes at varying densities (2.5%, 5%, 10% of total cells). Selection was initiated with puromycin (1:1,500) five days after plating. Resistant colonies were picked after 7 days, expanded in 96-well plates, and subsequently scaled up. Clonal integration was assessed by long-range PCR spanning the integration site and ddPCR using primers specific for the donor cassette and endogenous controls. The assays confirmed the landing site integrity, from which a verified homozygous clone was selected.

### *flamenco* silencing

A plasmid containing an attB–selection cassette–14xUAS–attB was constructed. The selection cassette encoded *mCherry–Blasticidin*, driven by the *D. yakuba tj* enhancer with the *armi* 3′ UTR (Plasmid map available at https://github.com/BrenneckeLab/Handler_2026-OSC-genome). Homozygous *flamenco* landing site (LS) OSCs were co-transfected with the UAS construct and a φC31 integrase expression plasmid (Addgene #26290) using Amaxa 4D nucleofection (buffer SF, program DG150). Five days post-transfection, feeder OSCs were prepared by diluting OSCs to 1 × 10^6^ cells/mL, irradiating twice for 20minutes (dose of ~6Gy each irradiation) with mixing between treatments, and plating 1 × 10^5^ feeder cells per well of a 96-well plate. The following day, single cells that were GFP positive and mCherry negative were sorted into feeder-containing wells. After 14 days, wells with colonies were identified by scanning the plates for GFP signal (Sapphire - Azure Biosystems). Identified clones were transferred to a new plate and expanded. Genomic PCR was used to assess cassette integration, and Sanger sequencing confirmed integration orientation. Clones homozygous for UAS insertions oriented towards *flamenco* were subsequently transfected with tethering plasmids encoding either Gal4 alone or Gal4 fused to the Panoramix IDR silencing domain [29]. Transfections were repeated after 48 h to sustain tethering. At 6 and 7 days post transfection, cells were harvested by FACS, gated on reduced GFP reporter signal from the co-silenced selection cassette. For Gal4-only controls, no FACS enrichment was applied. Small RNAs were isolated from sorted cells and sequenced as described in the small RNA sequencing section, except that the 3′ adaptor lacked a barcode and carried only four random nucleotides at its 5′ end.

#### Computational analyses

The computational results presented were obtained using the CLIP cluster (https://clip.science) utilizing standard tools for data-analysis and quality control. Statistical analyses were performed in R (v4.3.2). Data visualization was performed using ggplot2 and associated packages. A comprehensive list of all software tools with version numbers and citations is provided in Additional file 1: Table S4. All code created for this publication are available at https://github.com/BrenneckeLab/Handler_2026-OSC-genome

### Nanopore DNA sequencing base-calling and read processing

Raw multi-read FAST5 files were base-called on GPUs with ONT Guppy using the super-accuracy model dna_r9.4.1_450bps_sup (Oxford Nanopore Technologies). Base-calling was performed without quality filtering to retain all reads for downstream QC and filtering (--disable_qscore_filtering). Post-base-calling, FASTQ files from each batch (including pass and fail subdirectories) were concatenated and processed in parallel to generate adaptor-trimmed and untrimmed read sets. Adaptor trimming was performed with Porechop [58] using default settings with minimum split read size of 1,000 nt and adaptor detection on a 1,000-read subsample (--min_split_read_size 1000 --check_reads 1000). For the untrimmed set, chimeric reads were discarded (--discard_middle) but end adaptors were retained. Read length and average per-base quality scores were computed from FASTQ quality strings using a precomputed Phred score lookup table, and appended to read headers (LENGTH=, avgQUAL=) with seqkit [59] and mawk.

### Nanopore direct RNA sequencing base-calling and read processing

Direct RNA multi-read FAST5 files were base-called on GPUs with ONT Guppy using the appropriate direct RNA configuration for the flow cell/kit (Oxford Nanopore Technologies). Base calling emitted all reads (--disable_qscore_filtering) while preserving raw signal and disabling base-caller trimming where applicable (--fast5_out --trim_strategy none). Post-base-calling, per-batch FASTQ files were concatenated and processed to annotate read bodies upstream of the poly(A) tail and to estimate poly(A) lengths. Base-called FAST5 files were converted to gzip-compressed FAST5 (compress_fast5, ONT) and poly(A) tails were identified with tailfindr in R, yielding per-read tail metrics (tail_end_base_index, tail_length) [60]. For each read, sequence and quality strings were truncated at tail_end_base_index to retain the transcribed body upstream of the poly(A) tract, and metadata were appended to read headers (LENGTH=, avgQUAL=, polyAlength=) with seqkit [59] and mawk. Reads without a detectable tail were flagged (polyAlength=notDetected) and listed for QC. For 3′ UTR annotation, only direct RNA reads with a detected poly(A) tail were used.

### Genome assembly and haplotig purging

Nanopore reads were filtered to retain sequences >15,000 nt, scrubbed with Yacrd (-c 4 -n 0.4 scrubb) [61], and quality-trimmed with Filtlong (--target_bases 14400000000; https://github.com/rrwick/Filtlong) to obtain approximately 100× coverage. Filtered reads were assembled with Shasta using custom settings (see associated code deposition) [62]. Redundant haplotigs were identified and removed with Purge Haplotigs [63] (modified version https://gitlab.com/dominik-handler/purgehaplotigs). Read-depth histograms were generated by mapping reads with Minimap2 [64] and processed with purge_haplotigs hist. Repeat-masked regions were annotated with RepeatMasker (Smit, AFA, Hubley, R & Green, P. *RepeatMasker Open-4.0*.2013-2015 http://www.repeatmasker.org) (NCBI/RMBLAST v2.10.0+, CONS-Dfam_3.1-rb2018102 [36]). Haplotig purging was performed using purge_haplotigs cov -l 10 -m 48 -h 180, followed by purging with repeat annotations taken into account. Overlapping contig ends were trimmed with purge_haplotigs clip using default settings. Mis-assembly correction was performed based on read-alignment of Oxford Nanopore Technologies (ONT) reads and analysis of read-coverage gaps. ONT long reads were aligned to the initial assembly using minimap2 (map-ont mode) with secondary alignments excluded. Alignments were filtered to remove unmapped and supplementary reads, converted to BED format using samtools [65] and bedtools [66], and sorted by genomic coordinates. Coverage gaps indicative of potential mis-assemblies were identified using bedtools genomecov to generate per-base coverage across all contigs. Regions with coverage below 10× and located more than 30 kb from contig ends were flagged as candidate mis-assembly sites, provided the gap spanned at least 20 bp. Adjacent gaps within 1 kb were merged using bedtools merge to define consolidated break regions. For contigs containing identified gaps, splitting coordinates were determined by creating intervals between consecutive gap regions, with each resulting fragment assigned a unique identifier. Contigs without detected mis-assemblies were retained intact with their original identifiers. The final split coordinates were used with bedtools getfasta to extract individual contig fragments, generating a corrected assembly file for subsequent Hi-C scaffolding. After mis-assembly correction, scaffolding was performed using Hi-C contact data. Raw Hi-C read pairs were aligned to the split genome assembly with BWA-MEM [67] using parameters optimized for Hi-C data (-A 1 -B 4 -E 50 -L 0). Alignments were filtered to remove low-quality reads and artifacts with the filter_five_end.pl script provided in the SALSA2 package [68, 69] then combined and sorted [68, 69]. Read groups were assigned with Picard AddOrReplaceReadGroups (“Picard Toolkit.” 2019. Broad Institute, GitHub Repository. https://broadinstitute.github.io/picard/; Broad Institute), and PCR duplicates were identified and removed using Picard MarkDuplicates. Scaffolding was then carried out with SALSA2, specifying GATC as the restriction enzyme motif to match the DpnII digestion used during Hi-C library preparation. Additional super-scaffolding was performed against the *Drosophila melanogaster* dm6 reference genome using RagTag (v2.1.0) [70] with default parameters. Gap-filling was then carried out in two successive rounds using an in-house pipeline supported by Oxford Nanopore long reads. Assembly gaps were first identified and flanking regions (20 kb on each side) extracted. Long reads were mapped to the flanks with minimap2 (map-ont mode), and candidate gap-spanning reads were selected. When a single bridging read was available, it was polished with racon to generate a gap-filling contig. In the absence of bridging reads, flanking reads were assembled de novo using wtdbg2/WTPOA [71] to produce contigs spanning both flanks. Candidate contigs were validated by realignment of the flanking regions and, if consistent, used to replace the corresponding gap sequence.

Heterozygous transposable element (TE) insertions that were lost during haplotig purging were recovered and reintegrated into the primary assembly using a custom computational pipeline. Nanopore reads ≥10 kb were first extracted using seqkit [59] and aligned to the reference assembly using minimap2 [64] with Oxford Nanopore Technologies (ONT) preset parameters (map-ont). Alignments were sorted using samtools [65], and structural variants were identified using Sniffles v1.012a [72] with a minimum variant length of 100 bp and no limit on the number of reported variants per locus. Structural variants were phased based on supporting read overlap: consecutive variants supported by reads overlapping by at least 25% with the previous variant's supporting reads were assigned to a new phase block. This approach allowed local distinction between variants on different haplotypes without requiring trio data or population-level information. To identify TE-containing insertions, sequences from insertion variants >50 bp were extracted and annotated using RepeatMasker with a custom TE consensus library based on RepBase [73] (available at https://github.com/BrenneckeLab/Handler_2026-OSC-genome). Insertions were retained for further processing only if >50% of their sequence was classified as TE-derived. TE insertions within 2 kb of each other and belonging to the same phase block (both for all structural variants and TE-specific phasing) were merged to consolidate fragmented calls. For each candidate TE insertion locus, reads supporting the variant were extracted and locally assembled using wtdbg2 [71] with parameters optimized for Nanopore data (genome size 30 kb, minimum read length 5,000 bp, with realignment and self-correction enabled, minimum alignment length 1,024 bp). Assembled contigs were polished using racon [74] with a match score of 8, mismatch penalty of −6, gap penalty of −8, and window size of 500 bp. To validate TE insertions for integration, the insertion sequence reported by Sniffles v1.012a was mapped to the assembled contig using minimap2. Genomic flanking sequences (10 kb upstream and downstream of the insertion site) were extracted from the reference assembly and mapped to the assembled contig. Insertions were validated when: (1) the insertion sequence mapped to a single contig with 80–120% of the expected length covered; (2) both flanking sequences mapped to the same contig on the correct strand; and (3) the distance between the mapped flank ends and the insertion coordinates on the contig was within acceptable tolerance. Successfully validated TE insertions were formatted as VCF entries. The final TE-containing assembly was generated using bcftools [65] consensus, which applied the insertions to the reference assembly.

Polishing of draft assemblies was performed in three successive stages using both Oxford Nanopore Technologies (ONT) long reads and Illumina short reads. First, Clair3 polishing with ONT reads [75]. ONT reads were aligned to the draft assembly with minimap2 v2.24 using the map-ont preset, and alignments were sorted and indexed with samtools v1.14. Variants were called with Clair3 v0.1-r12 using the ONT model and the --enable_long_indel option. Homozygous alternate variants (1/1) flagged as PASS with insertion or deletion lengths <350 bp were retained. Filtered variants were applied with bcftools consensus v1.14 [65] to produce the Clair3-polished assembly. The Clair3-polished assembly was then further polished using the PEPPER-Margin-DeepVariant pipeline [76]. ONT reads were re-aligned to the Clair3-polished assembly with minimap2, and variants were called using the ONT R9.4.1 Guppy5 SUP model. Homozygous alternate variants were filtered and applied with bcftools consensus, generating the PEPPER-DeepVariant–polished assembly. For the third round of polishing, Illumina paired-end reads were aligned to the Pepper-Margin-DeepVariant polished assembly with bwa-mem, and duplicates were marked with samtools. Variants were called with DeepVariant v1.1.0 [77] in whole-genome mode, filtered for homozygous alternate alleles, and applied with bcftools consensus to generate the final Illumina-DeepVariant–polished assembly.

### Genome annotation/UCSC hub generation

To annotate the assembled genome and generate a browser hub for visualization in the UCSC Genome Browser [38], we implemented a custom multi-step pipeline integrating gene annotation, repeat masking, read mapping, uniqueness profiling, and variant detection.

#### Assembly preprocessing and hub initialization

Genome assemblies were preprocessed to ensure compatibility with downstream tools. Sequence identifiers containing special characters were sanitized using seqkit v2.3.0, and chromosome size files were generated. Assemblies were converted to 2bit format using faToTwoBit (UCSC Kent utilities [38]) to support hub configuration.

#### Gene annotation strategy

A multi-tiered annotation strategy combined homology-based transfer, transcript alignment, and de novo gene prediction:

- Lift-over annotation: Reference annotations from *Drosophila melanogaster* (dm6) [31, 78] were transferred with Liftoff v1.6.3 [79], which uses sequence alignment to identify homologous loci and project gene models, while resolving structural variations. Pseudogenes were reclassified as mRNA features for consistency in downstream processing.
- Transcript mapping: FlyBase [78] transcript sequences (mRNA, CDS, UTRs, tRNAs, miRNAs, ncRNAs, pseudogenes) were re-aligned to the assembly. Y-linked transcripts were excluded unless explicitly requested.
  o Full-length transcripts and CDS were aligned using BLAT (parameters: -stepSize=5 -fine -q=dna) [80], partitioned for parallel execution. Alignments covering ≥90% of transcript length were retained.
  o Short elements (<50 bp), such as UTRs, were aligned using STAR [81] with a genome index built from the target assembly.
  o BLAT and STAR results were merged, correcting spurious micro-introns (<20 bp) and enforcing accurate CDS boundaries.
  o The final transcript set was exported in bigGenePred format, validated with *genePredCheck*, and indexed (ixIxx) for fast UCSC search integration.
- De novo gene prediction: Long-read ONT RNA-seq and Illumina short-read RNA-seq data were used for ab initio discovery.
  o ONT RNA reads were aligned with minimap2 (splice-aware mode), and Illumina reads with HISAT2 v2.2.1 [82].
  o Transcripts were assembled with StringTie v2.2.1 [83] using mixed-mode analysis (minimum anchor length = 4 bp, minimum junction coverage = 2 reads, minimum transcript coverage = 3.9 reads per base).
- Annotation integration: Gene models from lift-over, transcript mapping, and de novo prediction were merged with a custom algorithm that prioritized evidence-supported annotations and resolved overlaps.

#### Repeat element annotation

Repetitive elements were annotated using RepeatMasker v4.1.2 with the Dfam database [36]. Outputs were converted into bigBed tracks for efficient UCSC visualization.

#### Read mapping and coverage tracks (ONT)

Raw ONT DNA sequences were aligned using minimap2 (-ax map-ont), while ONT direct RNA and cDNA reads were mapped with splice-aware parameters (-ax splice -uf -k14). Alignments were sorted with samtools, and coverage tracks were generated using mosdepth. Normalized depth profiles were converted into bigWig format for direct genome browser display.

#### Genome uniqueness mapping

Uniqueness profiles were generated by sliding-window k-mer analysis. K-mers (25–50 nt) from both strands were generated using seqkit sliding. Single-copy k-mers were remapped to the assembly with Bowtie v1.3.1 [84] under multiple mismatch thresholds (0–3). The 5′ positions of uniquely mapped k-mers were extracted, converted to bigBed format, and organized into UCSC tracks representing regions of unique mappability.

#### Variant detection

- ONT-based variants: ONT DNA reads were aligned with minimap2 (-Lax map-ont --secondary=no). SNPs and indels were identified with Clair3 [75] and PEPPER-DeepVariant [76], while structural variants were detected with Sniffles v1.012a [72] and cuteSV [85]. Variants were processed with *bgzip* and *tabix*, stratified by zygosity, and summarized with rtg vcfstats (https://github.com/RealTimeGenomics/rtg-tools). Outputs were integrated as vcfTabix tracks.
- Illumina-based variants: Illumina reads were mapped with BWA-MEM [67] followed by filtering (samtools view -F 256 [65]), mate-pair correction (*samtools fixmate*), coordinate sorting (*samtools sort*), and duplicate marking (*samtools markdup*). Variants were called using DeepVariant [77] (WGS model), processed identically to ONT calls, and visualized in the UCSC hub.

#### UCSC hub construction

All annotation and analysis outputs (gene models, repeats, coverage, uniqueness, and variants) were converted into UCSC-compatible formats (bigWig, bigBed, bigGenePred, vcfTabix). Hub configuration files (*hub.txt, genomes.txt, trackDb.txt*) were automatically generated with metadata, methodology notes, and visualization defaults. Tracks were grouped and hierarchically organized to facilitate comparative exploration of genome structure, expression, and variation.

### 3′ UTR isoform refinement using ONT direct RNAseq reads

We developed a computational pipeline to refine 3′ UTR annotations and quantify 3′ UTR isoform usage by leveraging 3′ termini from Oxford Nanopore Technologies (ONT) direct RNA-seq reads. Our approach involved five key steps: (i) anchoring 3′ UTRs to coding sequence (CDS) stop codons, (ii) defining a conservative search window per transcript to exclude downstream genic and repetitive interference, (iii) identifying candidate 3′ ends from ONT read termini, (iv) tiling and quantifying local 3′ end signal, and (v) applying sequential filters to remove artifacts and low-confidence sites, ultimately yielding high-confidence 3′ UTR isoforms. Transcriptional stop codon positions, derived from expressed gene models, served as the initial anchors for 3′ UTR definition. Subsequently, UTR search intervals were established downstream of stop codons for sense strands and upstream for antisense strands. These windows were refined by considering the longest observed UTRs per gene and by intersecting with expressed annotations and repeat elements to prevent interference from unrelated genomic features. To identify candidate 3′ ends, ONT direct RNA-seq read 3′ termini were extracted from alignments. These positions were then grouped into "tiles" based on local read support, and each tile was quantified for total reads, peak reads, tile-specific reads, and fractional contribution.

For primary filtering, two strategies were employed:

- Continuous “RAMP-down” selection: This method iteratively retained tiles with significant read support, prioritizing pronounced drops in abundance consistent with major 3′ ends.
- Fraction-based filtering: Tiles were retained if they met predefined minimum read count thresholds and either a minimum fractional contribution or a minimum absolute read count.

Finally, to reduce redundancy, closely spaced minor peaks were either merged or discarded if they were within a defined proximity of a more abundant neighbor.

### Genome statistic comparison

Assembly quality and contiguity (Nx statistics) were assessed with QUAST [86]. Both the *Drosophila melanogaster* reference genome (dm6) and the OSC_r1.01 assembly were analyzed using the FlyBase reference annotation as a feature set. QUAST was run in large-genome mode with scaffold splitting, conserved gene identification, and eukaryote-specific settings (--large --features flybase.gff --split-scaffolds --conserved-genes-finding --eukaryote).

### BUSCO

Assembly completeness was evaluated using BUSCO v5 [87] with the *drosophila_odb12* lineage dataset in genome mode. BUSCO summary statistics and completeness plots were generated from the resulting output files.

### Whole-genome alignment and synteny visualization

Pairwise whole-genome alignments between each target assembly and the *Drosophila melanogaster* reference genome (dm6) were performed using NUCmer [88] with the parameters --maxmatch -c 100 -b 500 -l 50, which allow for sensitive detection of maximal exact matches and robust alignment of complex regions. Filtered alignments were converted to PAF format using *paftools delta2paf * [89] to enable downstream analysis and visualization. Repetitive versus unique alignments were classified by calculating mapping multiplicity of both query and reference intervals: alignments with multiple mappings were annotated as “multi”, whereas those mapping uniquely were retained as “uniq”. Dot plots were generated using a modified version of *paf2dotplot* (https://github.com/moold/paf2dotplot) that incorporated repeat annotations for color-coding and a custom color-scheme. Genome-wide synteny plots were created under standard filtering thresholds (minimum alignment length of 5 kb; minimum reference span of 100 kb). For targeted locus analysis, higher-resolution dot plots (minimum alignment length 1 kb; minimum reference span 1 kb) were produced, focusing on the extended *flamenco* region on chromosome X. For detailed analysis of the *flamenco* piRNA cluster, locus-specific sequences were extracted from dm6 and OSC_r1.01. Pairwise NUCmer alignments were performed, filtered with delta-filter, and analyzed for structural rearrangements using SyRI (--nosnp --tdgaplen 10000) [90]. Local synteny plots were generated with plotsr (-s 5) [91] to visualize rearrangements within the *flamenco* cluster. For detailed analysis of the *flamenco* piRNA cluster, locus-specific sequences were extracted from dm6 and OSC_r1.01. Pairwise NUCmer alignments were performed, filtered with delta-filter, and analyzed for structural rearrangements using SyRI (--nosnp --tdgaplen 10000) [90]. Local synteny plots were generated with plotsr (-s 5) [91] to visualize rearrangements within the *flamenco* cluster.

### Hi-C data analysis

Hi-C sequencing reads were mapped to the OSC_r1.01 genome assembly using BWA-MEM [67] with the -P option for Hi-C paired-end data. Alignments were processed using samtools [65] and parsed with pairtools (v.1.1.3) [92]. Duplicate fragments were filtered with pairtools dedup to generate sets of valid pairs, duplicates, unmapped reads, and summary statistics. Hi-C sequencing reads were mapped to the OSC_r1.01 genome assembly using BWA-MEM [67] with the -P option for Hi-C paired-end data. Alignments were processed using samtools [65] and parsed with pairtools (v.1.1.3) [92]. Duplicate fragments were filtered with pairtools dedup to generate sets of valid pairs, duplicates, unmapped reads, and summary statistics. For chromosome-scale contact map construction, valid Hi-C pairs were converted into a balanced matrix format using Cooler (v.0.10.4) [93]. Bin intervals were generated at 1 kb resolution with cooler makebins. Matrices were built with cooler cload pairs and balanced using cooler balance with a maximum median absolute deviation (MAD) threshold of 5. To enable multi-resolution analysis of genome architecture, balanced matrices were zoomified with cooler zoomify at 1 kb, 2 kb, 5 kb, 10 kb, 25 kb, 50 kb, and 100 kb resolutions. The resulting.mcool files were used for downstream visualization and quantitative analysis of Hi-C contact patterns. Hi-C contact matrix was visualized using HiGlass [94]. For chromosome-scale contact map construction, valid Hi-C pairs were converted into a balanced matrix format using Cooler (v.0.10.4) [93]. Bin intervals were generated at 1 kb resolution with cooler makebins. Matrices were built with cooler cload pairs and balanced using cooler balance with a maximum median absolute deviation (MAD) threshold of 5. To enable multi-resolution analysis of genome architecture, balanced matrices were zoomified with cooler zoomify at 1 kb, 2 kb, 5 kb, 10 kb, 25 kb, 50 kb, and 100 kb resolutions. The resulting.mcool files were used for downstream visualization and quantitative analysis of Hi-C contact patterns. Hi-C contact matrix was visualized using HiGlass [94]. 

### SNP (Single Nucleotide Polymorphism) detection

Illumina DNA-seq reads were aligned to the genomes using BWA-MEM [67], followed by sorting, indexing, and filtering for uniquely mapped reads with samtools (multi mapping alignments were excluded by using option -q 1) [65]. Variant calling was performed using DeepVariant (WGS model) [77] with assembly-specific references to generate VCF outputs and summarized with rtg vcfstats. In brief Deepvariant encodes read pileups around each candidate variant as image-like tensors and classifies genotypes (0/0, 0/1, 1/1) using a trained convolutional neural network (CNN). The CNN outputs genotype probabilities based on learned patterns of allele balance, base quality, mapping quality, and strand bias, and assigns the most likely genotype accordingly. To quantify local SNP density, assemblies were partitioned into 1-kb windows using bedtools and homozygous and heterozygous SNP sets were separated using bcftools. Genome-uniqueness-filtered (>50% genome unique) windows were intersected with homozygous and heterozygous SNPs to obtain per-window counts, enabling assessment of genome-wide and locus-specific variant distributions.

Loss-of-heterozygosity (LOH) regions were identified from the per-window heterozygous SNP counts described above. Consecutive 1-kb windows with fewer than 5 heterozygous SNPs were merged into contiguous blocks using a custom awk script. Only blocks exceeding 500 kb in length were retained as high-confidence LOH regions

### SV (Structural Variant) detection

Oxford Nanopore DNA reads were aligned to assemblies using minimap2 (-Lax map-ont --secondary=no) and sorted/indexed with samtools. Structural variants (SVs) were identified using Sniffles v2 [72, 95], which computes genotype likelihoods based on a binomial distribution of observed variant and reference reads, with default settings and summarized with rtg vcfstats. To classify SVs as transposable element (TE)-associated or not, insertion and deletion sequences >50 bp were extracted from VCF entries and aligned against a curated TE consensus library (based on RepBase [73]) using minimap2. SVs with ≥80% sequence coverage from TE alignments were annotated as TE-related. 

### Inter-genome SV detection

Structural variants (SVs) were identified by comparing the OSC genome assembly to the reference dm6 genome using minimap2 (v2.24) with parameters optimized for assembly-to-assembly alignment (-a -x asm5 --cs -r2k). Alignments were sorted and indexed using samtools (v1.15). SVs were called using SVIM-asm [96] in haploid mode.

To determine the zygosity of identified SVs in the OSC cell line, Oxford Nanopore Technologies (ONT) long-read sequencing data was mapped to the OSC assembly using minimap2 with ONT-specific parameters (-Lax map-ont --secondary=no). Genotyping was performed using Sniffles v2, which computes genotype likelihoods based on a binomial distribution of observed variant and reference reads, with the --genotype-vcf option to assess whether SVs were homozygous or heterozygous in the original sequencing data.

SVs larger than 50 bp were extracted and classified for transposable element (TE) content. SV sequences were aligned to a comprehensive TE consensus library (based on RepBase [73]) using minimap2 (--paf-no-hit). SVs were classified as TE-containing if ≥80% of the SV sequence aligned to TE consensus sequences (based on RepBase [73]). TE classifications were merged using bedtools to handle overlapping alignments, and SVs were categorized as containing single TEs, multiple TEs, or no TE content.

### Chromatin state analysis at TE insertions

ChIPseq libraries were pre-process using the labs NGS data pre-processing pipeline (https://github.com/BrenneckeLab/AnnotationPipeline). In brief

Full-length TE insertions were identified by aligning TE consensus sequences (based on Repbase [73]) to the genome assembly using BLAT [80]. High-confidence insertions were defined as those with near end-to-end alignment (query start <50 bp, query end >query size-50 bp) and ≥80% sequence identity. H3K9me3 ChIP-seq signal was analyzed around TE insertion sites using deepTools (v3.5.4) [97]. Signal matrices were computed using computeMatrix scale-regions with 5 kb flanking regions and 10 bp bins. Only TE insertions in euchromatic regions were analyzed, defined by chromosome coordinates excluding heterochromatic regions. Heatmaps were generated using plotHeatmap with k-means clustering (k=3) to identify distinct chromatin patterns. TEs were classified into “Piwi regulated” and “Piwi independent “ by a cutoff of >2.5x log2 fold-deregulation as determined in the RNAseq DGE analysis. 

### Clonal validation of TE insertions

To validate TE insertions in an independent clonal OSC line, we developed a flank-based mapping strategy. For each insertion, 200 bp flanking sequences were extracted from the upstream and downstream TE-genome borders using bedtools getfasta. These flanks were combined with the TE sequence to create a specialized mapping reference.

Clonal DNA-seq reads (ChIP input) were first filtered for genome-uniqueness by mapping to the full OSC assembly with Bowtie (-m 1 -v 2). These unique reads were then aligned to the flank-combined reference. To ensure reads were anchored in genomic sequence rather than mapping solely within the TE body, we required reads to extend at least 20 bp into the flanking genomic region. Per-position coverage was calculated using bedtools genomecov and stratified by TE family, zygosity, and H3K9me3 enrichment group.

To determine the theoretical limit of detection, we performed a parallel "genome uniqueness" analysis. We generated all possible 50-mer sequences from the OSC assembly, retained those that occurred exactly once, and processed them through the same flank-mapping pipeline. This provided a baseline for mappability at each TE-genome border, identifying regions where local sequence complexity allows for unambiguous validation.

### RNAseq analysis

Illumina reads were processed by removing 3′ adaptors with cutadapt [98], trimming the first five nucleotides, and filtering for length (>18 nt) and sequence complexity (bbduk, entropy = 0.35, entropy window = 18, k = 4) [99]. Reads were first aligned to *Drosophila* rRNA precursor sequences and the mitochondrial genome using bowtie [84]. Remaining unmapped reads were mapped to the *OSC_r1.01* genome using STAR in two-pass mode with splice-junction support (--alignEndsType Local, --outFilterType BySJout, --alignSJoverhangMin 15, --alignSJDBoverhangMin 1, --outFilterMismatchNmax 1, --outFilterMultimapNmax 1000, --winAnchorMultimapNmax 2000) [81]. Alignments were separated into uniquely and all-mapping fractions. For visualization, HOMER [100] was used to generate tag directories (makeTagDirectory … -format bed -keepAll -single -fragLength given) and UCSC-compatible tracks (makeUCSCfile … -fsize 1e20 -strand +/- -fragLength given -noadj -normLength 0) were generated per strand. Counts were normalized to 10M uniquely aligned reads and final BigWig tracks were created with bedGraphToBigWig (Kent Utilities) [38], producing strand-specific (sense and antisense) coverage profiles for genome browser display. For differential gene expression (DGE) analysis gene and transposon expression was first quantified by using Salmon [101] on a target file containing *Drosophila* reference transcripts and TE sequences in sense an antisense orientation (--dumpEqWeights --seqBias --gcBias --useVBOpt --numBootstraps 100 -l SF --incompatPrior 0.0 --validateMappings). Salmon results were imported into R using tximport [102]. Gene-level counts were assembled into a DESeq2 [103] dataset with sample metadata, and genes with fewer than 10 total counts across all samples were filtered out. Conditions were modeled using ~ condition, and reference genotypes were defined by re-leveling as appropriate. Variance stabilization was applied using either variance stabilizing transformation (VST) or regularized log transformation (vst, blind = FALSE), depending on the number of detected genes. Differential expression analysis was conducted using DESeq2 with independent filtering, Benjamini–Hochberg correction (α = 0.05), and log2 fold change shrinkage with apeglm [104]. Additional gene-level GeTMM value statistics have been calculated using edgeR [105].

### ChIPseq analysis

ChIP-seq libraries were pre-processed using the lab’s NGS data pre-processing pipeline (https://github.com/BrenneckeLab/AnnotationPipeline). In brief, Illumina reads were processed by removing 3′ adaptors with cutadapt [98] and filtering for minimal length (>18 nt) and sequence complexity (bbduk, entropy = 0.35, entropy window = 18, k = 4) [99]. Reads were first aligned to Drosophila rRNA precursor sequences and the mitochondrial genome using Bowtie (-v 1 -a) to remove contaminating reads. The remaining reads were then aligned to the genome to identify unique mappers using Bowtie (-v 1 -m 1 --best --strata). Reads that did not align uniquely were subsequently processed separately as multi-mappers using Bowtie (-v 1 -a --best --strata). Tag directories were created using HOMER [100](makeTagDirectory), and unstranded BigWig tracks were generated using HOMER’s makeUCSCfile followed by conversion with bedGraphToBigWig.Tracks were normalized to 10 million reads in the input fasta file. Results were organized into UCSC track hubs for genome browser visualization.

### sRNA-seq analysis

Small RNA-seq libraries were pre-processed using the laboratory’s standardized NGS data pipeline (https://github.com/BrenneckeLab/AnnotationPipeline). Illumina reads were first processed to remove 3′ adaptors using cutadapt [98]. For libraries using sRBC barcoded adaptors, an additional two nucleotides following the barcode were trimmed. To account for library construction artifacts, four random nucleotides were trimmed from each end of the reads. Finally, reads were filtered for a length of (>18 nt; <=35nt) and for sequence complexity using bbduk (entropy = 0.35, entropy window = 18, k = 4) [99]. Reads were first aligned to *Drosophila* rRNA precursor sequences and the mitochondrial genome using bowtie (-v 1 -a) [84]. The remaining reads were then aligned to the genome to identify unique mappers using Bowtie (-v 1 -m 1 --best --strata). Reads that did not align uniquely were subsequently processed separately as multi-mappers using Bowtie (-v 1 -a --best --strata). For visualization, HOMER [100] was used to generate tag directories (makeTagDirectory … -format bed -keepAll -single -fragLength given) and UCSC-compatible tracks (makeUCSCfile … -fsize 1e20 -strand +/- -fragLength given -noadj -normLength 0) were generated per strand. Counts were normalized to 1M miRNAs and final BigWig tracks were created with bedGraphToBigWig (Kent Utilities) [38], producing strand-specific (sense and antisense) coverage profiles for genome browser display. For transposon histogram analysis, piRNA reads longer than 23 (>23nt; <=35nt) nucleotides were aligned to transposable element consensus sequences (based on RepBase [73]) using bowtie (*--best --strata -f -v 2 -a*), permitting multiple mappings. Alignments were subsequently filtered to retain reads that mapped either uniquely or at most twice to a single transposon consensus, to account for long terminal repeat (LTR) redundancy. Reads mapping twice were assigned a fractional count of 0.5 to each location.

### PROseq analysis

Paired-end Illumina reads were processed using the laboratory’s standardized NGS data pipeline (https://github.com/BrenneckeLab/AnnotationPipeline). The first mate was removed, and 5′ adaptors were clipped from the second mate using cutadapt [98]. Reads were then filtered for a minimum length of 18 nt and for sequence complexity using bbduk (entropy = 0.35, entropy window = 18, k = 4) [99]. To remove contaminating sequences, reads were first aligned to *Drosophila* rRNA precursor sequences and the mitochondrial genome using Bowtie (-v 1 -a). Remaining unmapped reads were mapped to the OSC_r1.01 genome using STAR [81] in two-pass mode with splice-junction support (--alignEndsType Local, --outFilterType BySJout, --alignSJoverhangMin 15, --alignSJDBoverhangMin 1, --outFilterMismatchNmax 1, --outFilterMultimapNmax 1000, --winAnchorMultimapNmax 2000). Alignments were separated into uniquely and all-mapping fractions. For visualization, HOMER [100] was used to generate tag directories (makeTagDirectory … -format bed -keepAll -single -fragLength given) and UCSC-compatible tracks (makeUCSCfile … -fsize 1e20 -strand +/- -fragLength given -noadj -normLength 0) were generated per strand. Counts were normalized to 10M uniquely aligned reads and final BigWig tracks were created with bedGraphToBigWig (Kent Utilities) [38], producing strand-specific (sense and antisense) coverage profiles for genome browser display.

### *flamenco* splicing analysis

The OSC_r1.01 genome was indexed with STAR [81], and paired-end RNA-seq data were split into single reads, reoriented, mapped as single-end data with STAR using --alignEndsType EndToEnd and two-pass mapping. Uniquely aligned reads were extracted with samtools (NH:i:1) [65] and indexed. Spliced alignments were identified from CIGAR strings containing “N” operators and converted to BED12 [66]. Splice junctions were collapsed with bedtools groupby, and junction counts were combined with flanking coverage to produce UCSC “interact” format tracks. Additional scoring was introduced by quantifying mean read coverage in a 1 nt upstream window of donor sites relative to junction read support. Junctions with at least three supporting reads and upstream coverage greater than ten were retained and scaled to UCSC scores (0–1,000). Final splice junction interact tracks were converted to BigBed with bedToBigBed using a custom interact.as schema, allowing direct genome browser visualization of putative splicing within *flamenco*.

### *flamenco* silencing by tethering - analysis

The initial 800 kb of the *flamenco* locus and additional control regions were subdivided into 100 bp non-overlapping tiles, and uniqueness was estimated from 25-mer mappability tracks (1 mismatch allowed). For each tile, uniquely mappable positions and percent unique coverage were calculated. In parallel, the entire X chromosome was partitioned into 1-kb tiles on both strands. Tiles were intersected with 25-mer uniqueness tracks, and only those with >50% uniquely mappable positions were retained. Small RNA alignments from individual libraries were then intersected with the tiled features, retaining only uniquely mapped reads. Counts were normalized per library to 1 million miRNAs. For each tile, normalized counts and counts per unique position were calculated, and final count tables were compiled across libraries to allow quantitative comparisons of occupancy along *flamenco*, additional control regions, and across the full X chromosome. Small RNA count tables derived from tiled genomic regions were imported into R. Because of their close similarity, the 6- and 7-day post-transfection samples were treated as replicates. Tiles with ≤50% uniquely mappable positions and libraries outside the relevant time points were excluded. For fold-change analysis, tiles with insufficient coverage (≤1 count for locus-specific analysis or ≤75 counts for chromosome-wide analysis) were filtered out. Fold changes were then calculated by dividing normalized values of treatment samples (IDR-tethered) by their corresponding controls (GAL4).

### TE cluster coverage analysis

Transposable element (based on RepBase [73]) sequences were indexed using bowtie. small RNA reads longer than 23 nucleotides were truncated to 25 nucleotides and aligned to TE consensus sequences using bowtie (-a -M 1 --best –strata) [84]. Alignments were converted to BED format and strand-specific coverage was calculated using bedtools genomecov (-strand +/-) [65, 66]. For cluster coverage analysis, 25-mer sequences were extracted from piRNA cluster coordinates using bedtools getfasta and seqkit sliding (-s 1 -W 25) for both OSC assembly and reference genome (dm6). These 25-mers were aligned to TE consensus sequences using bowtie (-v 1 -a), allowing all valid alignments, and converted to strand-specific bedGraph format. Coverage tracks from small RNAs and cluster-derived sequences were merged using join to produce position-wise comparison tables. Coverage data were imported into R and converted to binary format using dynamic thresholds (cluster coverage >0, small RNA coverage >10% of mean TE coverage). Overlap scores were then calculated independently for sense and antisense strands. Specifically, for each TE and strand:

$$\text{Overlap score}=\frac{\text{Number of positions with}\; (\mathrm{sRNA}=1\;\wedge \mathrm{cluster=1})}{\text{Total number of positions with}\; (\mathrm{sRNA}=1)}$$

This value quantifies the fraction of small RNA–covered positions along a TE that are also represented by cluster-derived sequences. TE consensus elements with peak small RNA coverage <1000 reads or mean coverage <220 reads were excluded.

### Statistical analysis and visualization

All statistical analyses and visualizations were performed in R (v4.3.2) [106]. Data wrangling and plotting were primarily carried out with the tidyverse collection (including *dplyr*, *ggplot2*) [107–109], with figure assembly using cowplot [110] and patchwork [111]. Interactive data exploration was supported by *plotly* [112] and formatted with the *scales* [113] package. Additional visualization packages included *ggbeeswarm* [114] *ggforce* [115], *ggh4x* [116], *khroma* [117], ggrastr [118] and *paletteer* [119] for custom themes, categorical palettes, and swarm/strip plots. JSON-based data handling employed *jsonlite* [120].

## Supplementary Information

Additional file 1. This document contains Supplemental Figures S1–S4, Supplemental Tables S1, S3, and S4 and supplemental references.

Additional file 2. Comprehensive inventory of sequencing datasets. This table provides metadata and accessions for all libraries generated in this study, as well as external datasets integrated into the analysis.

## Data Availability

Genome assembly [121], Illumina and Nanopore genomic DNA sequencing [122–124] Hi-C [125], RNA-seq [126], small RNA [127], and PRO-seq [128] data generated in this study have been deposited under BioProject PRJNA1338230. VCF files listing SV and SNP data shown in Figs. 1 and 3 have been deposited on Zenodo under https://doi.org/10.5281/zenodo.20059415 [129]. Published datasets used in this manuscript include Nanopore direct RNA-seq: PRJNA1236369 [130, 131], STARR-seq and DHS-seq: PRJNA175267 [37, 132], Illumina RNA-seq: PRJNA724718 [29, 133] and ChIP-seq: PRJNA724736 [34, 134], PRJNA1381473 [34, 135], PRJNA178497 [24, 136], PRJNA724736 [29, 137]. A detailed inventory of all datasets, including published data, is provided in Additional file 2: Table S2. The assembly is available via a UCSC Genome Browser hub with annotations and data tracks at https://brenneckelab.imba.oeaw.ac.at/Publication_Data/2026_Handler_OSC-genome/ and as a hosted UCSC session for direct browsing: https://genome-euro.ucsc.edu/s/Brennecke%2DLab/OSC_r1.01_Handler_et.al._2025. The source code for genome assembly and subsequent analyses is hosted on GitHub within a master repository linking to all modular components (https://github.com/BrenneckeLab/Handler_2026-OSC-genome). All code modules are released under the MIT license. Version-controlled snapshots of the specific code versions used in this study have been deposited in Zenodo [106, 138–144].

# Supplementary material for: A reference genome for cultured Drosophila ovarian somatic cells enables studies of transposon and piRNA biology
**Source:** Genome Biol. 2026 May 22;27:227. doi: 10.1186/s13059-026-04113-y
**Supplement:** Supplementary file 1 — Additional file 1. This document contains Supplemental Figures S1–S4, Supplemental Tables S1, S3, and S4 and supplemental references.

# Supplementary Materials for

## **The Drosophila OSC Genome: A Resource for Studies of Transposon and piRNA Biology**

Dominik Handler & Julius Brennecke

### **The Supplemental materials include:**

Figures S1 to S4

Supplementary Table 1-4

Supplementary References

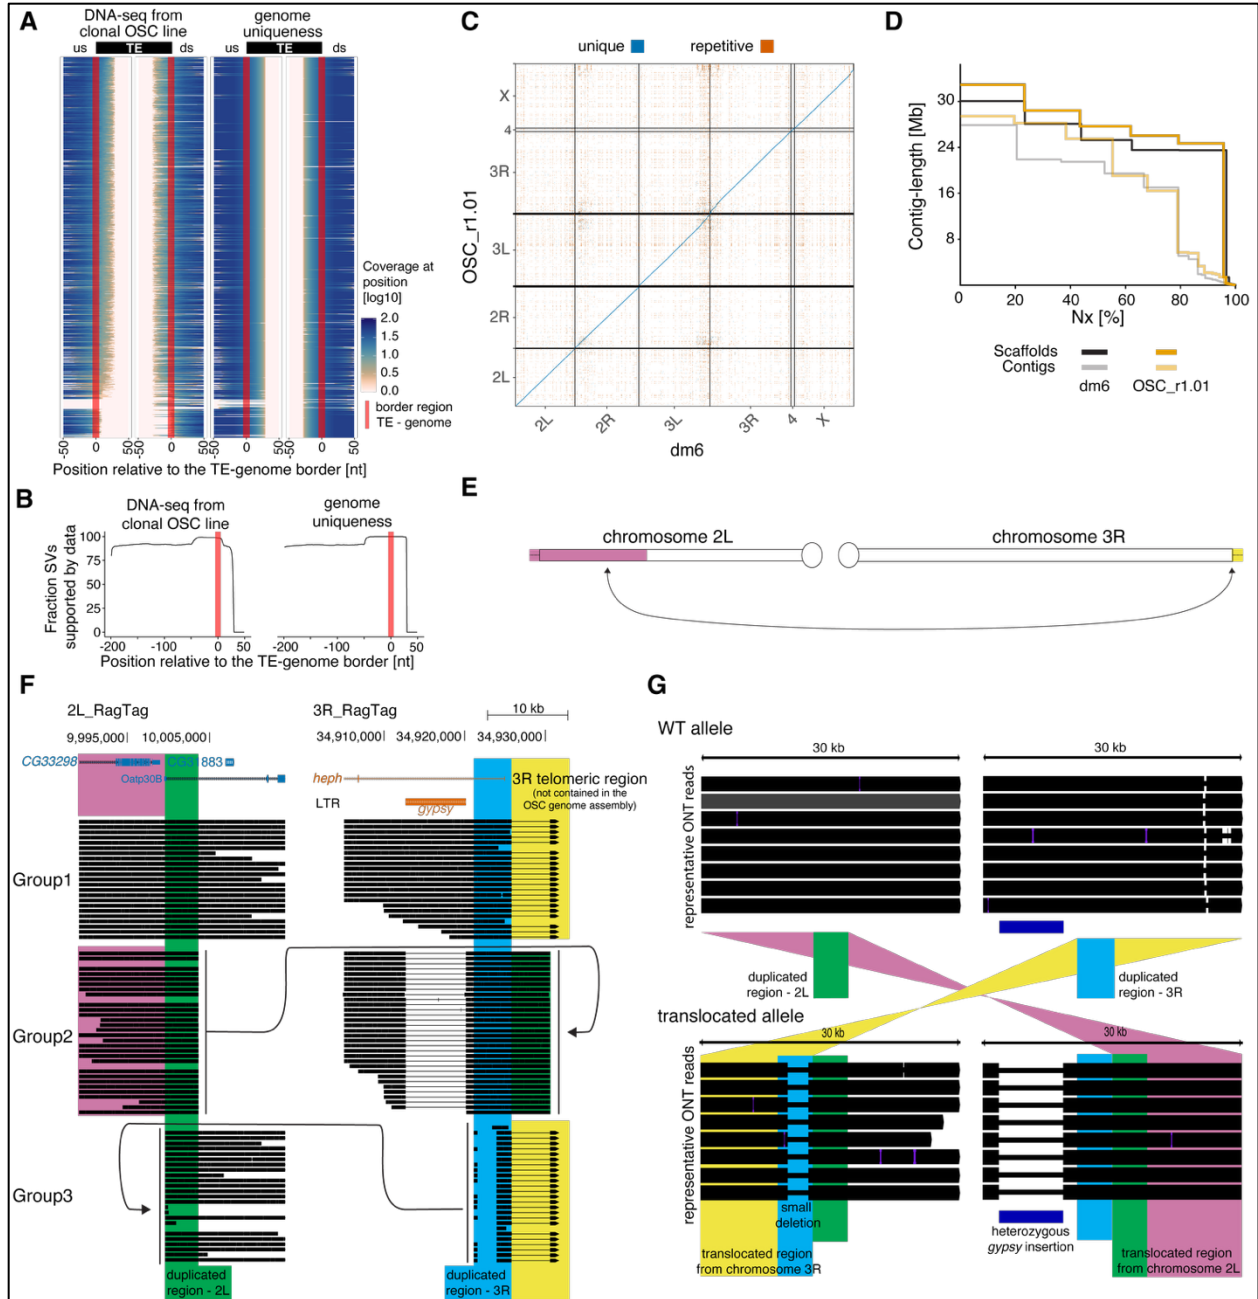

**Figure S1**

**(A)** Validation of OSC\_r1.01 transposon insertions in a clonal OSC line. Heatmap showing DNA-seq read coverage from a clonal OSC derivative at the genomic borders of transposable element (TE) insertions present in the OSC\_r1.01 assembly. For each insertion, coverage is shown for the upstream (us) and downstream (ds) flanking regions relative to the TE-genome border. Only genome-uniquely mapping reads are shown; the corresponding genome uniqueness heatmap (right panel) indicates the regions that are accessible for unambiguous mapping. Continuous read coverage spanning the boundary regions confirms the presence and fixation of these insertions in the clonal line. **(B)** Quantification of the TE

insertion presence based on the data shown in (A). An insertion is counted as present in the clonal line if genome-unique read coverage is detected at either the upstream or downstream TE-genome flank. The fraction of TE insertions supported by the clonal data is plotted relative to the insertion boundary. The corresponding genome uniqueness plots (right) indicate the theoretical limit of detection based on sequence mappability. **(C)** Dot plot comparing the OSC\_r1.01 assembly with dm6, colored by alignment uniqueness. Alignments shorter than 5 kb were excluded. **(D)** Contig NG(x) plots of OSC\_r1.01 and dm6 assemblies shown as scaffolds and as contigs after breaking at assembly gaps. **(E)** Schematic representation of the reciprocal translocation in OSCs, involving ~10 Mb from distal chromosome 2L and the distal end of chromosome 3R. **(F)** Nanopore read alignments confirming the heterozygous 2L–3R translocation. Group 1: reads supporting the intact, non-translocated alleles. Group 2: reads spanning the junction between the distal segment of chromosome 2L and the chromosome body of 3R (dm6 coordinates: 2L:9,525,366 and 3R:31,970,603). Group 3: reads spanning the junction between the chromosome body of 2L and the translocated distal segment of 3R (dm6 coordinates: 2L:9521264 and 3R:31,966,484). The presence of a ~4 kb segment of 2L in all three read groups (green) indicates a segmental duplication associated with the rearrangement. **(G)** Representative Oxford Nanopore reads spanning the regular (top) and translocated (bottom) alleles. In the regular configuration, reads map contiguously to chromosomes 2L and 3R. In the translocated allele, long reads span the reciprocal junctions between distal 2L and terminal 3R, confirming the heterozygous rearrangement. Colored blocks denote the duplicated segments and translocated regions as indicated in panel F.

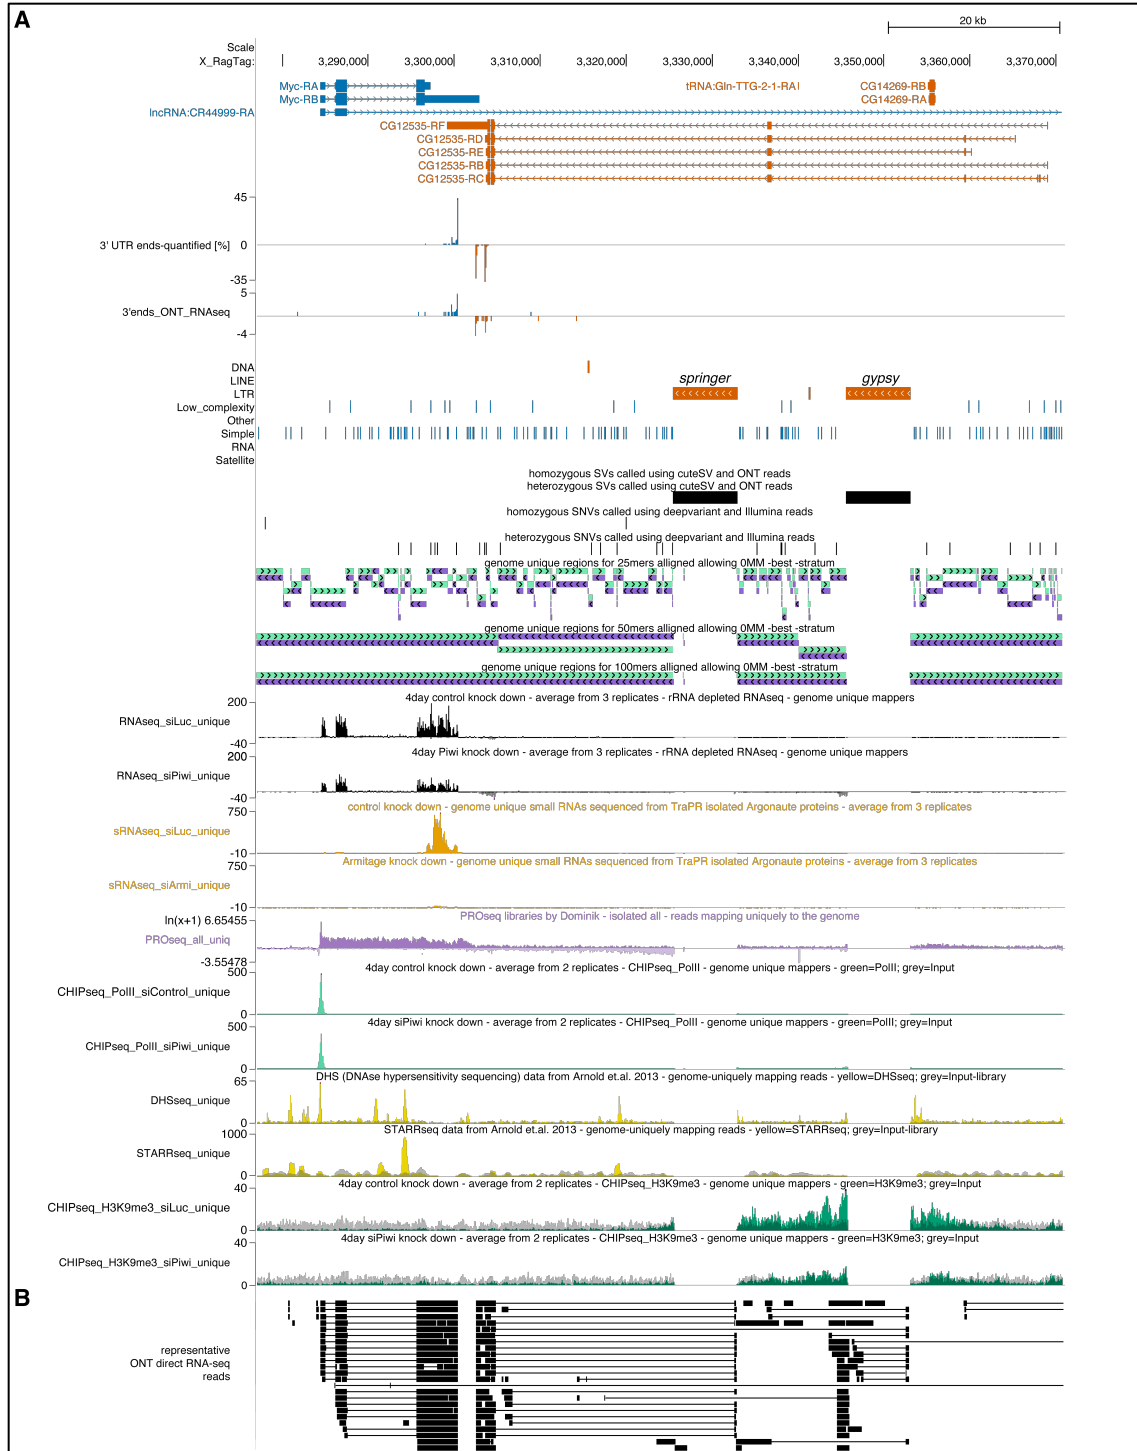

**Figure S2**

**(A)** Genome browser view of the *Myc* and *CG12535* locus in OSC\_r1.01, as exported from the UCSC Genome Browser. STARR-seq, DHS-seq, ChIP-seq, PRO-seq, and RNA-seq genome-unique signals are shown as coverage per 10 million reads; genome-unique small RNA coverage is normalized to 1M miRNA reads; data are displayed as the average of 3 biological replicates. PRO-seq signal is displayed

as  $\ln(x + 1)$ -transformed coverage. ChIP-seq is shown as an overlay of ChIP (green) and ChIP input (grey). STARR-seq and DHS-seq are shown as an overlay of experiment (yellow) and input (grey). **(B)** Shown are representative Oxford Nanopore (ONT) direct RNA-seq read alignments.

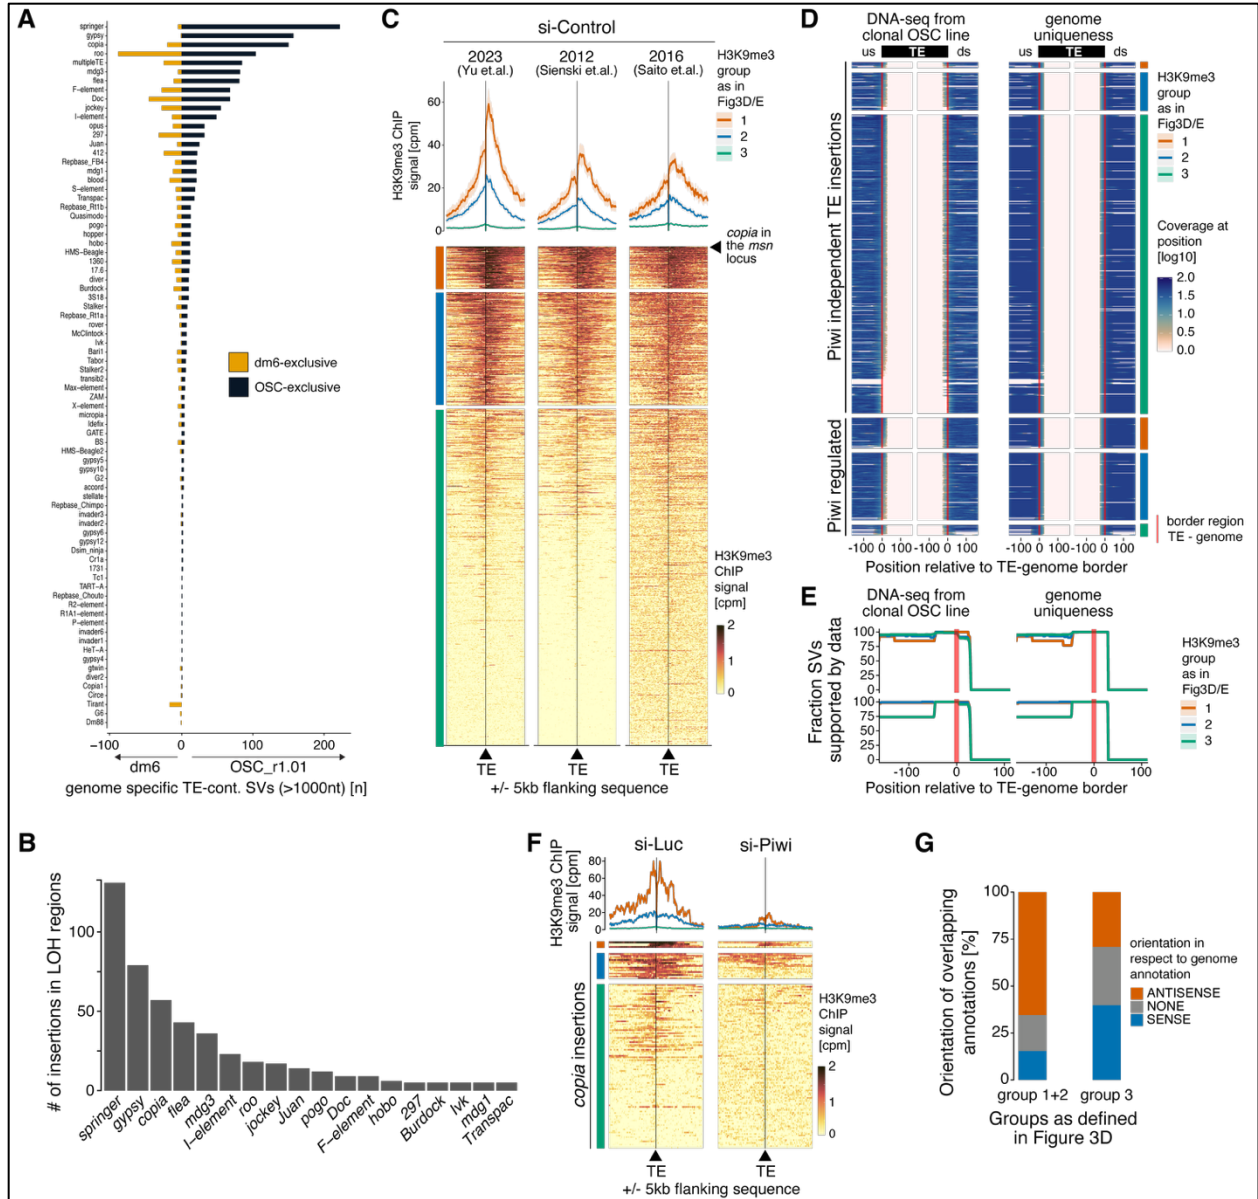

**Figure S3**

(A) Structural variants (SVs) containing >80% transposable element content, shown per transposon family. For each element, dm6-specific insertions are displayed to the left and OSC\_r1.01-specific insertions to the right. (B) Number of OSC\_r1.01-specific heterozygous TE insertions located in LOH regions as defined in Figure 1G. (C) Heatmaps of H3K9me3 ChIP-seq signal  $\pm 5$  kb around full-length (>90% of consensus length) transposon insertions in 3 different unperturbed control experiments. Clustering and sorting identical with Figure 3D. (D) Validation of OSC\_r1.01 transposon insertions in a clonal OSC line. Heatmap showing DNA-seq read coverage from a clonal OSC derivative at the genomic borders of transposable element (TE) insertions identified in the OSC\_r1.01 assembly. For each insertion, coverage is shown for the upstream (us) and downstream (ds) flanking regions relative to the TE-genome

boundary. Only genome-uniquely mapping reads were analyzed; the corresponding genome uniqueness heatmap (right panel) indicates the regions that are accessible for unambiguous mapping. Continuous read coverage spanning the boundary regions confirms the presence and fixation of these insertions in the clonal line. The data are stratified into Piwi-independent and Piwi-regulated TEs and further subdivided by H3K9me3 enrichment groups as defined in Figure 3D. **(E)** Quantification of the TE insertion presence based on data shown in (D). An insertion is counted as present in the clonal line if genome-unique read coverage is detected at either the upstream or downstream TE-genome flank. The fraction of TE insertions supported by the clonal data is plotted relative to the insertion border, stratified by H3K9me3 enrichment groups as defined in Figure 3D. The corresponding genome uniqueness plots (right) indicate the theoretical limit of detection based on sequence mappability. **(F)** Heatmaps of H3K9me3 ChIP-seq signal  $\pm 5$  kb around full-length (>90% of consensus length) *cop**ia* insertions in control (left) and *piwi*-depleted (right) conditions. Clustering and sorting identical with Figure 3D. **(G)** Quantification of *cop**ia* insertion orientation relative to overlapping expressed transcript orientation, stratified by H3K9me3 groups as in Figure 3D (with groups 1 and 2 merged into a single bar).

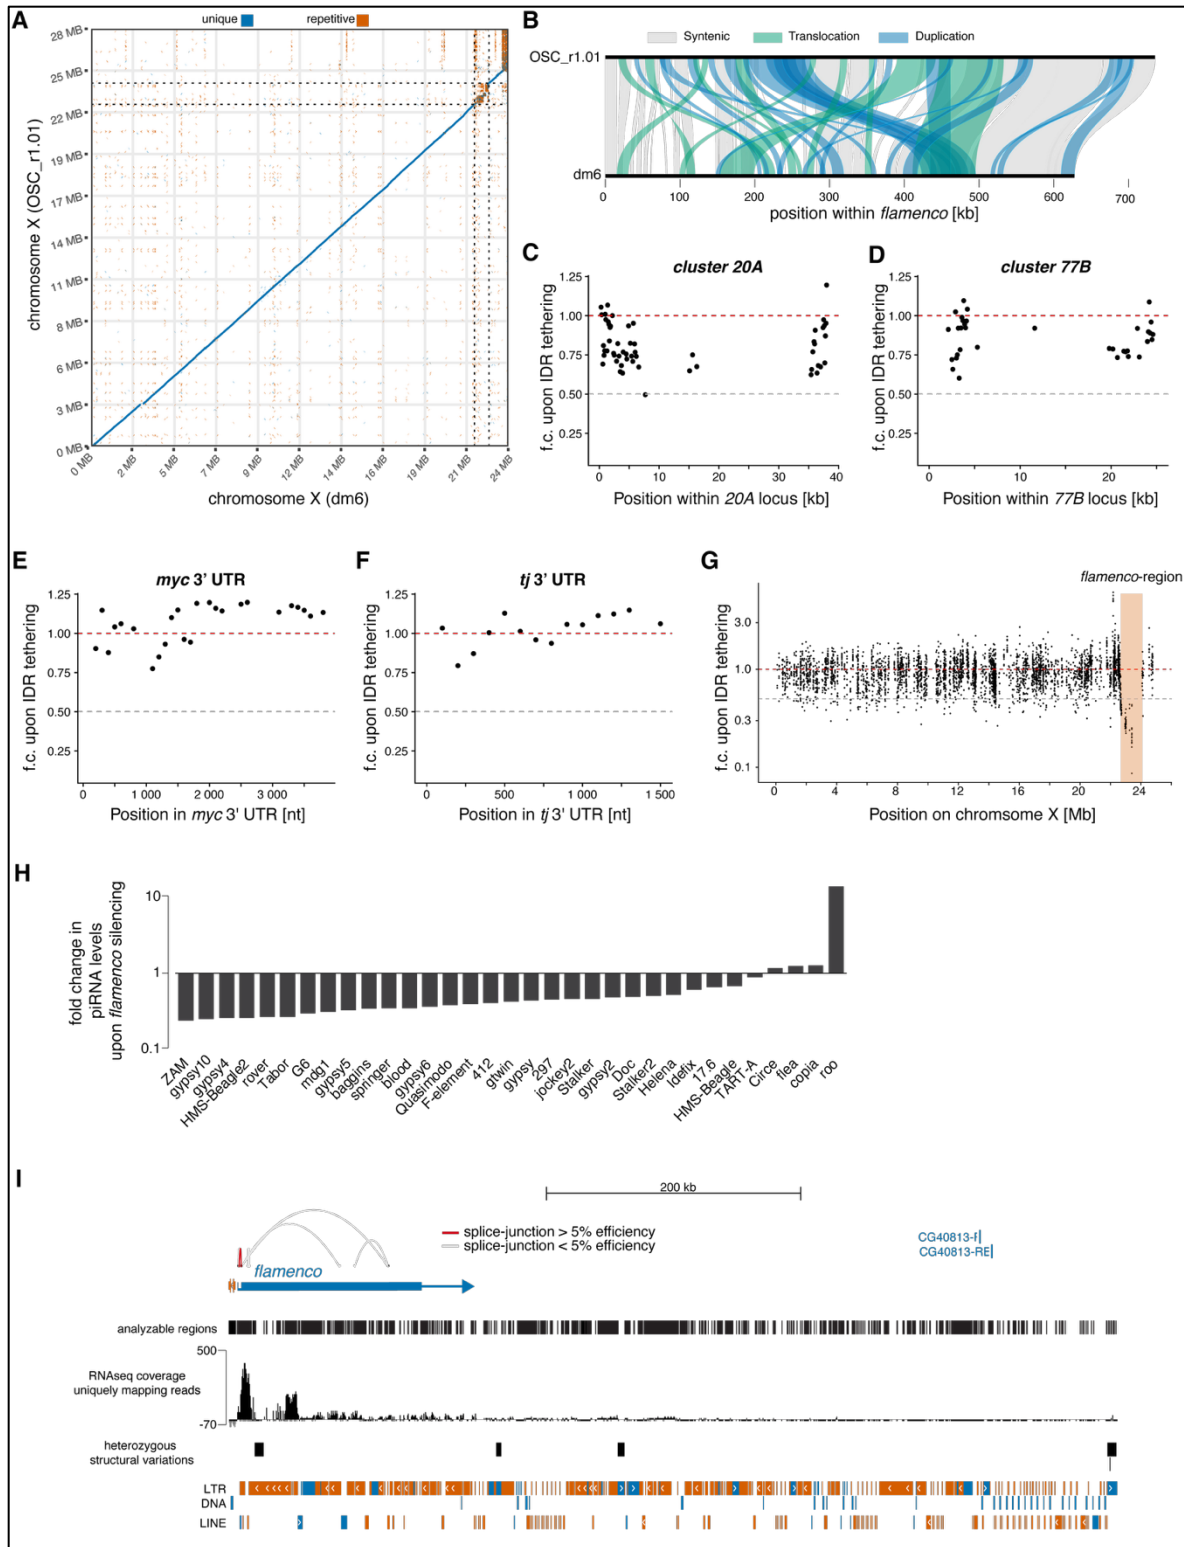

**Figure S4.**

(A) Dot plot comparing the X chromosome of the OSC\_r1.01 assembly with dm6, colored by alignment uniqueness. Alignments shorter than 5 kb were excluded. The extended *flamenco* locus spanning the

region from *DIP1* to *CG14621* is indicated by dashed lines in both assemblies. **(B)** Synteny map of the *flamenco* loci in the dm6 and OSC\_r1.01 assemblies. Syntenic regions, translocations, and duplications are highlighted in color; regions without synteny are left blank. **(C-F)** 1-kb tile analysis of fold changes in small RNA levels upon repressor tethering to the OSC *flamenco* promoter. Data are shown for *cluster 20A* (C), *cluster 77B* (D), the *myc* 3' UTR (E), and the *tj* 3' UTR (F). **(G)** 1-kb tile analysis of fold changes in small RNA levels upon repressor tethering to the OSC *flamenco* promoter, shown for the entire OSC\_r1.01 X chromosome. The extended OSC *flamenco* locus spanning the region from *DIP1* to *CG14621* is indicated as shaded area. **(H)** Log fold change in antisense TE-mapping piRNA levels upon *flamenco* silencing relative to control conditions. **(I)** Genome browser view of the OSC\_r1.01 *flamenco* locus including the upstream *DIP1* gene. All identified splice junctions within the *flamenco* region are shown. Splicing efficiency was calculated as the percentage of spliced reads relative to the average read coverage within the preceding 5 nt. Analyzable regions are indicated, whereas regions excluded due to genome multi-mapping were not assessed for splice junctions. RNA-seq coverage of the reads used for splice analysis is shown as counts per million mapped reads.

## SUPPLEMENTARY TABLES

**Table S1 - Loss of heterozygosity (LOH) regions in OSCs.**

BED coordinates of LOH regions as detected in Figure 1H.

| CHR       | START    | STOP     | LOH_ID          |
|-----------|----------|----------|-----------------|
| 2L_RagTag | 5000     | 1979000  | LOH_1_1974000   |
| 2L_RagTag | 5512000  | 8944000  | LOH_2_3432000   |
| 2L_RagTag | 9348000  | 11049000 | LOH_3_1701000   |
| 2L_RagTag | 15758000 | 16642000 | LOH_4_884000    |
| 2L_RagTag | 17742000 | 24705006 | LOH_5_6963006   |
| 2R_RagTag | 0        | 25983000 | LOH_6_25983000  |
| 3L_RagTag | 22000    | 8798000  | LOH_7_8776000   |
| 3L_RagTag | 22137000 | 22671000 | LOH_8_534000    |
| 3L_RagTag | 22671000 | 23215000 | LOH_9_544000    |
| 3L_RagTag | 28775000 | 29334000 | LOH_10_559000   |
| 3R_RagTag | 27313000 | 34926000 | LOH_11_7613000  |
| X_RagTag  | 0        | 27681000 | LOH_12_27681000 |

**Table S2 – Data used in this study (Additional File 2)**

Comprehensive list of all next-generation sequencing (NGS) datasets analyzed in this manuscript, including both newly generated data and publicly available datasets. The table provides specific accession numbers, library types, and source information for each dataset.

**Table S3 – Key Resources**

| REAGENT or RESOURCE                | SOURCE                    | IDENTIFIER     |
|------------------------------------|---------------------------|----------------|
| Amaxa 4D Nucleofector Buffer SF    | Lonza                     | V4XC-2024      |
| Amaxa Nucleofector Kit V           | Lonza                     | VCA-1003       |
| AMPure XP beads                    | Beckman Coulter           | AM63881        |
| biotin-11-CTP                      | Perkin Elmer              | NEL542001EA    |
| biotin-11-UTP                      | Perkin Elmer              | NEL543001EA    |
| biotin-14-dATP (1 mM)              | Jena Bioscience           | NU-835-BIO14-S |
| Blasticidin                        | Invitrogen                | A1113903       |
| BSA (10 mg/mL)                     | New England Biolabs       | B9001          |
| Chloroform                         | Sigma Aldrich             | 25666          |
| Covaris microTUBEs with AFA fibers | Covaris                   | 520052         |
| DpnII restriction enzyme           | New England Biolabs       | R0543L         |
| Dynabeads MyOne Streptavidin C1    | Thermo Fisher Scientific  | 65002          |
| Dynabeads oligo(dT)                | Thermo Fisher Scientific  | 61005          |
| Ethanol (100%)                     | Sigma Aldrich             | 32205          |
| EvaGreen dye                       | Biotium                   | 3100           |
| Fetal Bovine Serum (FBS)           | VWR                       | 422351S        |
| Fly extract                        | Homemade according to [1] | N/A            |
| Formaldehyde (16%)                 | Thermo Fisher Scientific  | 28908          |
| Formamide (95%)                    | Merck Chemicals           | 344206         |
| Glutathione                        | Sigma Aldrich             | G6013          |
| GlycoBlue coprecipitant            | Thermo Fisher Scientific  | AM9515         |
| Glycogen                           | N/A                       | N/A            |
| Insulin                            | Sigma Aldrich             | I9278          |
| Isopropanol                        | VWR                       | 20842.312      |

|                                                   |                                                                                                                       |                |
|---------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------|----------------|
| KAPA HiFi polymerase                              | Roche                                                                                                                 | KK2602         |
| Klenow fragment                                   | New England Biolabs                                                                                                   | M0210L         |
| Low-melt agarose                                  | Sigma Aldrich                                                                                                         | A9414          |
| LSK108 Ligation Sequencing Kit                    | Oxford Nanopore Technologies                                                                                          | SQK-LSK108     |
| M3 basal medium                                   | USBio                                                                                                                 | S1013          |
| M3 basal medium                                   | Sigma Aldrich                                                                                                         | S3652          |
| MaXtract High Density tubes                       | Qiagen                                                                                                                | 129073         |
| NEB buffer 2                                      | New England Biolabs                                                                                                   | B7002S         |
| NEB buffer 3.1                                    | New England Biolabs                                                                                                   | B7203S         |
| NEBNext DNA Library Prep Kit                      | New England Biolabs                                                                                                   | E730L          |
| NEBNext Illumina Adaptor                          | New England Biolabs                                                                                                   | Part of E6444S |
| NEBNext Ultra II Directional RNA Library Prep Kit | New England Biolabs                                                                                                   | E7420S         |
| NEBNext® Ultra™ II End Repair/dA-Tailing Module   | New England Biolabs                                                                                                   | E7546S         |
| NP40 substitute                                   | VWR                                                                                                                   | AMREM158-500   |
| Nuclease-free water                               | Ambion                                                                                                                | AM9937         |
| P30 columns                                       | Bio-Rad                                                                                                               | 7326250        |
| Phenol (pH 8.0)                                   | Sigma Aldrich                                                                                                         | P3803          |
| Phosphate-Buffered Saline (PBS)                   | Homemade (NaCl 8g/L; KCl 0.2 g/L; Na <sub>2</sub> HPO <sub>4</sub> 1.15 g/L; KH <sub>2</sub> PO <sub>4</sub> 0.2 g/L) | N/A            |
| Protease inhibitors                               | Roche                                                                                                                 | 04693132001    |
| Proteinase K (20 mg/mL)                           | Sigma Aldrich                                                                                                         | 3115879001     |
| Puregene Proteinase K                             | Qiagen                                                                                                                | 19157          |
| Puromycin                                         | Invitrogen                                                                                                            | A1113803       |
| Qubit Assay Kit DNA BR                            | Thermo Fisher Scientific                                                                                              | Q32853         |
| Qubit Assay Kit RNA BR                            | Thermo Fisher Scientific                                                                                              | Q10211         |
| R9.4 Flow Cell (FLO-MIN106)                       | Oxford Nanopore Technologies                                                                                          | FLO-MIN106     |
| RAD002 Rapid Sequencing Kit                       | Oxford Nanopore Technologies                                                                                          | SQK-RAD002     |
| RNA002 Direct RNA Sequencing Kit                  | Oxford Nanopore Technologies                                                                                          | SQK-RNA002     |
| RNase A solution                                  | Qiagen                                                                                                                | 19101          |
| RNaseOUT                                          | Thermo Fisher Scientific                                                                                              | 10777019       |
| SuperScript II Reverse Transcriptase              | Thermo Fisher Scientific                                                                                              | 18064014       |
| T4 DNA ligase                                     | Thermo Fisher Scientific                                                                                              | EL0011         |
| T4 Polynucleotide Kinase (PNK)                    | New England Biolabs                                                                                                   | M0201L         |
| T4 RNA ligase 1                                   | New England Biolabs                                                                                                   | M0204L         |

|                                                                                                               |                           |            |
|---------------------------------------------------------------------------------------------------------------|---------------------------|------------|
| T4 RNA ligase 2, truncated KQ                                                                                 | New England Biolabs       | M0373L     |
| TAP (Tobacco Acid Pyrophosphatase)                                                                            | Epicentre                 | T19500     |
| Thermostable Hybridase RNase H                                                                                | Epicentre/Lucigen         | 108211     |
| TraPR resin columns                                                                                           | Homemade according to [2] | N/A        |
| Triton X-100 (10%)                                                                                            | Sigma Aldrich             | X100-500ML |
| Trizol                                                                                                        | Thermo Fisher Scientific  | 15596018   |
| Trizol-LS                                                                                                     | Thermo Fisher Scientific  | 10296028   |
| Turbo DNase                                                                                                   | Thermo Fisher Scientific  | AM1907     |
| Tween-20                                                                                                      | Sigma Aldrich             | P2287      |
| Urea Polyacrylamide gel                                                                                       | National Diagnostics      | EC833      |
| USER enzyme                                                                                                   | New England Biolabs       | M5505L     |
| Zymo DNA Clean & Concentrator-5                                                                               | Zymo Research             | D4014      |
| Zymo Gel DNA Recovery Kit                                                                                     | Zymo Research             | D4008      |
| Zymo RNA Clean & Concentrator-5                                                                               | Zymo Research             | R1016      |
| Zymo ZR small RNA PAGE Recovery Kit                                                                           | Zymo Research             | R1070      |
|                                                                                                               |                           |            |
|                                                                                                               |                           |            |
|                                                                                                               |                           |            |
| <b><i>Oligonucleotides</i></b>                                                                                |                           |            |
| CRISPR-Cas9 sgRNA targeting flamenco upstream region (target sequence: TATAAAAGTTACAAAATACG)                  | This study                | N/A        |
| 3' adaptor with 6 random bases and sample barcode sRBC-1 (/5rApp/ NNNNNN CAGTG AGATCGGAAGAGCACACGTCT /3SpC3/) | This study                | N/A        |

|                                                                                                                  |            |     |
|------------------------------------------------------------------------------------------------------------------|------------|-----|
| 3' adaptor with 6 random bases and sample barcode sRBC-2 (/5rApp/ NNNNNN AGCAA<br>AGATCGGAAGAGCACACGTCT /3SpC3/) | This study | N/A |
| 3' adaptor with 6 random bases and sample barcode sRBC-3 (/5rApp/ NNNNNN GGTAT<br>AGATCGGAAGAGCACACGTCT /3SpC3/) | This study | N/A |
| 3' adaptor with 6 random bases and sample barcode sRBC-4 (/5rApp/ NNNNNN TACCA<br>AGATCGGAAGAGCACACGTCT /3SpC3/) | This study | N/A |
| 3' adaptor with 6 random bases and sample barcode sRBC-5 (/5rApp/ NNNNNN GTCAG<br>AGATCGGAAGAGCACACGTCT /3SpC3/) | This study | N/A |
| 3' adaptor with 6 random bases and sample barcode sRBC-6 (/5rApp/ NNNNNN TGA<br>AGATCGGAAGAGCACACGTCT /3SpC3/)   | This study | N/A |
| 3' adaptor with 6 random bases and sample barcode sRBC-7 (/5rApp/ NNNNNN CGTTC<br>AGATCGGAAGAGCACACGTCT /3SpC3/) | This study | N/A |

|                                                                                                                |            |     |
|----------------------------------------------------------------------------------------------------------------|------------|-----|
| 3' adaptor with 6 random bases and sample barcode sRBC-8 (/5rApp/ NNNNNN ATGGA AGATCGGAAGAGCACACGTCT /3SpC3/)  | This study | N/A |
| 3' adaptor with 6 random bases and sample barcode sRBC-9 (/5rApp/ NNNNNN GAACG AGATCGGAAGAGCACACGTCT /3SpC3/)  | This study | N/A |
| 3' adaptor with 6 random bases and sample barcode sRBC-10 (/5rApp/ NNNNNN ACGAG AGATCGGAAGAGCACACGTCT /3SpC3/) | This study | N/A |
| 3' adaptor with 6 random bases and sample barcode sRBC-11 (/5rApp/ NNNNNN CTGAT AGATCGGAAGAGCACACGTCT /3SpC3/) | This study | N/A |
| 3' adaptor with 6 random bases and sample barcode sRBC-12 (/5rApp/ NNNNNN TCCAT AGATCGGAAGAGCACACGTCT /3SpC3/) | This study | N/A |
| Fluorescent oligo short for sRNAseq (/5IRD800CWN/AGTCGCATAGATTC ATAGCCTTGTGGAGTCTGTAGAGG GAATTGT/3ddC/)        | This study | N/A |

|                                                                                                                                            |            |     |
|--------------------------------------------------------------------------------------------------------------------------------------------|------------|-----|
| Fluorescent oligo long for sRNAseq<br>(/5IRD800CWN/AGTCGCATAGATTC<br>ATAGCCTTGTGGAGTCTGTAGAGG<br>GAATTGTTATTGCAGAACTGGTTAC<br>TGA/3ddC/)   | This study | N/A |
| 5' adaptor RNA oligo with 4 random<br>nucleotides at 3' terminus<br>(ACACUCUUUCCCUACACGACGCU<br>CUUCCGAUCUNNNN; for sRNAseq<br>and PROseq) | [3]        | N/A |
| 3' adaptor with 4 random nucleotides<br>at 5' end (for PROseq;<br>/5rApp/NNNNAGATCGGAAGAGCAC<br>ACGTCT/3ddC/)                              | [3]        | N/A |
| DNA oligos complementary to rRNA<br>(50-mer)                                                                                               | [4]        | N/A |

| <b>Recombinant DNA</b>                                            | <b>Plasmid maps of newly created<br/>plasmids available at:</b> | <a href="https://github.com/BrenneckeLab/Handler_2026-OSC-genome/tree/main/PlasmidMaps">https://github.com/BrenneckeLab/Handler_2026-OSC-genome/tree/main/PlasmidMaps</a> |
|-------------------------------------------------------------------|-----------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cas9 expression vector                                            | Addgene                                                         | Cat# 49330; pAc-sgRNA-Cas9                                                                                                                                                |
| phiC31 integrase expression plasmid                               | Addgene                                                         | Cat# 26290; pBS130                                                                                                                                                        |
| Donor repair template with attP-<br>flanked Puro-mCherry cassette | This study                                                      | LandingSite_Repair_Template.gbk                                                                                                                                           |
| attB-mCherry-Blasticidin-14xUAS-attB<br>plasmid                   | This study                                                      | LandingSite_CasseteExchange_14xUA<br>S.gbk                                                                                                                                |
| Gal4 expression plasmid                                           | [5]                                                             | N/A                                                                                                                                                                       |
| Gal4-Panoramix IDR silencing domain<br>fusion plasmid             | [5]                                                             | N/A                                                                                                                                                                       |

**Table S4 – Software Reference table**

| <b>Name</b>                      | <b>Version</b>                                                                                                                                                                | <b>Reference</b> | <b>Description of use</b>                                                             | <b>Category</b>                  |
|----------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------|---------------------------------------------------------------------------------------|----------------------------------|
| <b>minimap2</b>                  | 2.18/2.24                                                                                                                                                                     | [6]              | Oxford Nanopore read alignment (DNA and RNA); splice-aware mapping for direct RNA-seq | Bioinformatics - Alignment       |
| <b>BWA-MEM</b>                   | 0.7.17-r1188                                                                                                                                                                  | [7]              | Illumina short read alignment for Hi-C scaffolding and variant calling                | Bioinformatics - Alignment       |
| <b>Bowtie</b>                    | 1.3.1                                                                                                                                                                         | [8]              | K-mer uniqueness mapping for genome mappability profiling                             | Bioinformatics - Alignment       |
| <b>HISAT2</b>                    | 2.2.1                                                                                                                                                                         | [9]              | Illumina RNA-seq read alignment for de novo transcript assembly                       | Bioinformatics - Alignment       |
| <b>STAR</b>                      | 2.7.10a                                                                                                                                                                       | [10]             | Short element alignment (<50 bp UTRs) and RNA-seq read mapping                        | Bioinformatics - Alignment       |
| <b>BLAT</b>                      | 39x1                                                                                                                                                                          | [11]             | Full-length transcript and CDS alignment to genome assembly                           | Bioinformatics - Alignment       |
| <b>Shasta</b>                    | Commit-ID: 3367f960                                                                                                                                                           | [12]             | De novo genome assembly from Oxford Nanopore long reads                               | Bioinformatics - Assembly        |
| <b>wtdbg2/WTPOA</b>              | 2.5                                                                                                                                                                           | [13]             | De novo assembly for gap-filling contigs; TE sequence assembly                        | Bioinformatics - Assembly        |
| <b>racon</b>                     | 1.4.22                                                                                                                                                                        | [14]             | Consensus polishing of gap-filling contigs and assembled TE sequences                 | Bioinformatics - Assembly        |
| <b>Purge Haplotigs</b>           | Modified from V1.1.1 (modified version vDH_1.0 available: <a href="https://gitlab.com/dominik-handler/purgehaplotigs">https://gitlab.com/dominik-handler/purgehaplotigs</a> ) | [15]             | Identification and removal of redundant haplotigs from assembly                       | Bioinformatics - Assembly QC     |
| <b>BUSCO</b>                     |                                                                                                                                                                               | [16]             | Assessment of genome assembly completeness using single-copy orthologs                | Bioinformatics - Assembly QC     |
| <b>SALSA2</b>                    | cf0fa8e                                                                                                                                                                       | [17]             | Hi-C-based scaffolding of genome assembly; DpnII restriction enzyme motif             | Bioinformatics - Scaffolding     |
| <b>RagTag</b>                    | 2.1.0                                                                                                                                                                         | [18]             | Super-scaffolding against dm6 reference genome                                        | Bioinformatics - Scaffolding     |
| <b>Clair3</b>                    | 0.1-r12                                                                                                                                                                       | [19]             | SNV and indel calling from ONT reads; first-round polishing                           | Bioinformatics - Variant Calling |
| <b>PEPPER-Margin-DeepVariant</b> | 0.7.0                                                                                                                                                                         | [20]             | Second-round polishing with ONT reads; variant calling pipeline                       | Bioinformatics - Variant Calling |
| <b>DeepVariant</b>               | 1.1.0                                                                                                                                                                         | [21]             | Illumina short-read variant calling; final polishing step; SNP/indel detection        | Bioinformatics - Variant Calling |
| <b>Sniffles</b>                  | 1.012a                                                                                                                                                                        | [22]             | Detection of missing TEs in the primary assembly before re-insertion                  | Bioinformatics - Variant Calling |
| <b>Sniffles</b>                  | 2.                                                                                                                                                                            | [23]             | Structural variant detection from ONT long reads; TE insertion identification         | Bioinformatics - Variant Calling |
| <b>cuteSV</b>                    | 1.0.13                                                                                                                                                                        | [24]             | Structural variant detection from ONT reads                                           | Bioinformatics - Variant Calling |
| <b>RepeatMasker</b>              | 4.1.0/4.1.2                                                                                                                                                                   | [25]             | Transposable element and repeat annotation across genome assembly                     | Bioinformatics - Annotation      |
| <b>Dfam</b>                      | 3.1                                                                                                                                                                           | [26]             | Repeat family database for RepeatMasker annotations                                   | Bioinformatics - Annotation      |
| <b>Liftoff</b>                   | 1.6.3                                                                                                                                                                         | [27]             | Transfer of dm6 gene annotations to OSC genome assembly                               | Bioinformatics - Annotation      |

|                            |                 |                              |                                                                                              |                                   |
|----------------------------|-----------------|------------------------------|----------------------------------------------------------------------------------------------|-----------------------------------|
| <b>StringTie</b>           | 2.2.1           | [28]                         | De novo transcript assembly from RNA-seq data                                                | Bioinformatics - RNA-seq          |
| <b>Guppy</b>               | 5.0.7+2332e8d65 | Oxford Nanopore Technologies | GPU-accelerated base-calling for ONT DNA and direct RNA sequencing with super-accuracy model | Bioinformatics - Base calling     |
| <b>Porechop</b>            | 0.2.4           | [29]                         | Adapter trimming from Oxford Nanopore reads                                                  | Bioinformatics - Preprocessing    |
| <b>Yacrd</b>               | 0.6.2           | [30]                         | Read scrubbing to remove chimeric sequences from ONT reads                                   | Bioinformatics - Preprocessing    |
| <b>Filtlong</b>            | 0.2.0           | [31]                         | Quality and length filtering of ONT reads for assembly                                       | Bioinformatics - Preprocessing    |
| <b>tailfindr</b>           | 0.1.0           | [32]                         | Poly(A) tail identification and length estimation from direct RNA-seq                        | Bioinformatics - Preprocessing    |
| <b>samtools</b>            | 1.14            | [33]                         | BAM file manipulation, sorting, indexing, filtering, and duplicate marking                   | Bioinformatics - Utilities        |
| <b>bcftools</b>            | 1.14            | [33]                         | Variant file processing; consensus sequence generation from VCF                              | Bioinformatics - Utilities        |
| <b>bedtools</b>            | v2.28.0         | [34]                         | Genomic interval operations; coverage calculation; BED/BAM conversions                       | Bioinformatics - Utilities        |
| <b>seqkit</b>              | 2.3.0           | [35]                         | Sequence manipulation; sliding-window k-mer generation; ID sanitization                      | Bioinformatics - Utilities        |
| <b>Picard</b>              |                 | [36]                         | Read group assignment; PCR duplicate marking for Hi-C and variant calling                    | Bioinformatics - Utilities        |
| <b>rtg-tools</b>           | 3.13            | [37]                         | VCF statistics and variant file analysis (vcfstats)                                          | Bioinformatics - Utilities        |
| <b>UCSC Kent Utilities</b> |                 | [38]                         | faToTwoBit conversion; bigBed/bigWig generation; hub construction                            | Bioinformatics - Genome Browser   |
| <b>paf2dotplot</b>         | f8dc552         | [39]                         | Dot plot visualization of genome alignments from minimap2 PAF output                         | Bioinformatics - Visualization    |
| <b>CHOPCHOP</b>            | V2              | [40, 41]                     | CRISPR sgRNA design for landing-site cell line generation                                    | Bioinformatics - CRISPR           |
| <b>Apptainer</b>           | 1.1.9-1         | [42, 43]                     | Container management for reproducible pipeline execution                                     | Infrastructure - Containerization |
| <b>NanoPlot</b>            |                 | [44]                         | Quality assessment and visualization of ONT long-read sequencing data                        | Bioinformatics - QC               |
| <b>QUAST</b>               | 5.2.0, 2723558f | [45]                         | Genome assembly quality assessment and comparison                                            | Bioinformatics - Assembly QC      |
| <b>GAEP</b>                | 1.2.3           | [46]                         | Comprehensive genome assembly evaluation pipeline                                            | Bioinformatics - Assembly QC      |
| <b>Flye</b>                | 2.9-b1774       | [47]                         | De novo assembly of long reads; TE sequence assembly                                         | Bioinformatics - Assembly         |
| <b>pairtools</b>           | 1.1.3           | [48]                         | Hi-C pair-end read processing and filtering                                                  | Bioinformatics - Hi-C             |
| <b>cooler</b>              | 0.8.10          | [49]                         | Hi-C contact matrix storage and manipulation                                                 | Bioinformatics - Hi-C             |
| <b>cooltools</b>           | 0.3.2           | [50]                         | Hi-C analysis toolkit for contact frequency analysis                                         | Bioinformatics - Hi-C             |
| <b>SyRI</b>                | 1.6.3           | [51]                         | Identification of structural rearrangements and synteny blocks                               | Bioinformatics - Synteny          |
| <b>plotsr</b>              | 1.1.1           | [52]                         | Visualization of synteny and structural rearrangements                                       | Bioinformatics - Visualization    |

|                     |          |      |                                                                               |                                |
|---------------------|----------|------|-------------------------------------------------------------------------------|--------------------------------|
| <b>Dot</b>          |          | [53] | Dot plot preparation for genome comparison visualization                      | Bioinformatics - Visualization |
| <b>MUMmer</b>       |          | [54] | Whole genome alignment (nucmer, delta-filter, show-coords)                    | Bioinformatics - Alignment     |
| <b>gffread</b>      |          | [55] | GFF/GTF file processing and conversion                                        | Bioinformatics - Annotation    |
| <b>BEDOPS</b>       | 2.4.38   | [56] | Genomic interval operations                                                   | Bioinformatics - Utilities     |
| <b>regtools</b>     | 1.0.0    | [57] | RNA-seq junction extraction and annotation                                    | Bioinformatics - RNA-seq       |
| <b>tabix</b>        |          |      | Indexing and rapid retrieval of tab-delimited genomic data                    | Bioinformatics - Utilities     |
| <b>GNU Parallel</b> | 20250722 | [58] | Parallelization of command-line tools for efficient processing                | Infrastructure - Utilities     |
| <b>R</b>            | 4.3.2    |      | Statistical computing and graphics                                            | Statistics - Software          |
| <b>tidyverse</b>    | 2.0.0    | [59] | Data manipulation and visualization (includes ggplot2, dplyr)                 | Statistics - R packages        |
| <b>cowplot</b>      | 1.1.3    | [60] | Publication-ready figure composition                                          | Statistics - R packages        |
| <b>patchwork</b>    | 1.3.0    | [61] | Combining multiple ggplot2 plots                                              | Statistics - R packages        |
| <b>ggalluvial</b>   | 0.12.5   | [62] | Alluvial diagram visualization                                                | Statistics - R packages        |
| <b>dplyr</b>        | 1.1.4    | [63] | Data manipulation and transformation (part of tidyverse)                      | Statistics - R packages        |
| <b>ggbeeswarm</b>   | 0.7.2    | [64] | Beeswarm-style categorical scatter plots to avoid overplotting                | Statistics - R packages        |
| <b>ggforce</b>      | 0.4.2    | [65] | Extended ggplot2 functionality with additional geoms and stats                | Statistics - R packages        |
| <b>ggh4x</b>        | 0.3.1    | [66] | Extended faceting and axis customization for ggplot2                          | Statistics - R packages        |
| <b>ggrastr</b>      | 1.0.2    | [67] | Rasterization of ggplot2 layers for large datasets                            | Statistics - R packages        |
| <b>jsonlite</b>     | 1.9.0    | [68] | JSON parsing and generation for data import/export                            | Statistics - R packages        |
| <b>khroma</b>       | 1.16.0   | [69] | Color-blind friendly color schemes for scientific visualization               | Statistics - R packages        |
| <b>paletteer</b>    | 1.6.0    | [70] | Unified access to color palettes from multiple R packages                     | Statistics - R packages        |
| <b>scales</b>       | 1.3.0    | [71] | Scale functions for data visualization (axis breaks, labels, transformations) | Statistics - R packages        |
| <b>readr</b>        | 2.1.5    | [72] | Fast and friendly reading of rectangular data (part of tidyverse)             | Statistics - R packages        |

## SUPPLEMENTARY REFERENCES

1. Saito K, Inagaki S, Mituyama T, Kawamura Y, Ono Y, Sakota E, Kotani H, Asai K, Siomi H, Siomi MC: **A regulatory circuit for piwi by the large Maf gene traffic jam in *Drosophila*.** *Nature* 2009, **461**:1296-1299.
2. Grentzinger T, Oberlin S, Schott G, Handler D, Svozil J, Barragan-Borrero V, Humbert A, Duhaucourt S, Brennecke J, Voinnet O: **A universal method for the rapid isolation of all known classes of functional silencing small RNAs.** *Nucleic Acids Res* 2020, **48**:e79.
3. Jayaprakash AD, Jabado O, Brown BD, Sachidanandam R: **Identification and remediation of biases in the activity of RNA ligases in small-RNA deep sequencing.** *Nucleic Acids Research* 2011, **39**:e141-e141.
4. Batki J, Schnabl J, Wang J, Handler D, Andreev VI, Stieger CE, Novatchkova M, Lampersberger L, Kauneckaitė K, Xie W, et al: **The nascent RNA binding complex SFINX licenses piRNA-guided heterochromatin formation.** *Nat Struct Mol Biol* 2019, **26**:720-731.
5. Andreev VI, Yu C, Wang J, Schnabl J, Tirian L, Gehre M, Handler D, Duchek P, Novatchkova M, Baumgartner L, et al: **Panoramix SUMOylation on chromatin connects the piRNA pathway to the cellular heterochromatin machinery.** *Nat Struct Mol Biol* 2022, **29**:130-142.
6. Li H: **Minimap2: pairwise alignment for nucleotide sequences.** *Bioinformatics* 2018, **34**:3094-3100.
7. Li H: **Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM.** arXiv.org; 2013.
8. Langmead B, Trapnell C, Pop M, Salzberg SL: **Ultrafast and memory-efficient alignment of short DNA sequences to the human genome.** *Genome Biol* 2009, **10**:R25.
9. Kim D, Paggi JM, Park C, Bennett C, Salzberg SL: **Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype.** *Nat Biotechnol* 2019, **37**:907-915.
10. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR: **STAR: ultrafast universal RNA-seq aligner.** *Bioinformatics* 2013, **29**:15-21.
11. Kent WJ: **BLAT--the BLAST-like alignment tool.** *Genome Res* 2002, **12**:656-664.
12. Shafin K, Pesout T, Lorig-Roach R, Haukness M, Olsen HE, Bosworth C, Armstrong J, Tigyi K, Maurer N, Koren S, et al: **Nanopore sequencing and the Shasta toolkit enable efficient de novo assembly of eleven human genomes.** *Nat Biotechnol* 2020, **38**:1044-1053.
13. Ruan J, Li H: **Fast and accurate long-read assembly with wtdbg2.** *Nat Methods* 2020, **17**:155-158.
14. Vaser R, Sović I, Nagarajan N, Šikić M: **Fast and accurate de novo genome assembly from long uncorrected reads.** *Genome Research* 2017, **27**:737-746.

15. Roach MJ, Schmidt SA, Borneman AR: **Purge Haplotigs: allelic contig reassignment for third-gen diploid genome assemblies.** *BMC Bioinformatics* 2018, **19**:460.
16. Manni M, Berkeley MR, Seppey M, Simao FA, Zdobnov EM: **BUSCO Update: Novel and Streamlined Workflows along with Broader and Deeper Phylogenetic Coverage for Scoring of Eukaryotic, Prokaryotic, and Viral Genomes.** *Mol Biol Evol* 2021, **38**:4647-4654.
17. Ghurye J, Rhie A, Walenz BP, Schmitt A, Selvaraj S, Pop M, Phillippy AM, Koren S: **Integrating Hi-C links with assembly graphs for chromosome-scale assembly.** *PLoS Comput Biol* 2019, **15**:e1007273.
18. Alonge M, Lebeigle L, Kirsche M, Jenike K, Ou S, Aganezov S, Wang X, Lippman ZB, Schatz MC, Soyk S: **Automated assembly scaffolding using RagTag elevates a new tomato system for high-throughput genome editing.** *Genome Biol* 2022, **23**:258.
19. Zheng Z, Li S, Su J, Leung AW, Lam TW, Luo R: **Symphonizing pileup and full-alignment for deep learning-based long-read variant calling.** *Nat Comput Sci* 2022, **2**:797-803.
20. Shafin K, Pesout T, Chang PC, Nattestad M, Kolesnikov A, Goel S, Baid G, Kolmogorov M, Eizenga JM, Miga KH, et al: **Haplotype-aware variant calling with PEPPER-Margin-DeepVariant enables high accuracy in nanopore long-reads.** *Nat Methods* 2021, **18**:1322-1332.
21. Poplin R, Chang PC, Alexander D, Schwartz S, Colthurst T, Ku A, Newburger D, Dijamco J, Nguyen N, Afshar PT, et al: **A universal SNP and small-indel variant caller using deep neural networks.** *Nat Biotechnol* 2018, **36**:983-987.
22. Sedlazeck FJ, Rescheneder P, Smolka M, Fang H, Nattestad M, von Haeseler A, Schatz MC: **Accurate detection of complex structural variations using single-molecule sequencing.** *Nat Methods* 2018, **15**:461-468.
23. Smolka M, Paulin LF, Grochowski CM, Horner DW, Mahmoud M, Behera S, Kalef-Ezra E, Gandhi M, Hong K, Pehlivan D, et al: **Detection of mosaic and population-level structural variants with Sniffles2.** *Nat Biotechnol* 2024, **42**:1571-1580.
24. Jiang T, Liu Y, Jiang Y, Li J, Gao Y, Cui Z, Liu Y, Liu B, Wang Y: **Long-read-based human genomic structural variation detection with cuteSV.** *Genome Biol* 2020, **21**:189.
25. Smit AH, R;Green, P: **RepeatMasker Open-4.0.** 2013-2015.
26. Storer J, Hubley R, Rosen J, Wheeler TJ, Smit AF: **The Dfam community resource of transposable element families, sequence models, and genome annotations.** *Mob DNA* 2021, **12**:2.
27. Shumate A, Salzberg SL: **Liftoff: accurate mapping of gene annotations.** *Bioinformatics* 2021, **37**:1639-1643.
28. Shumate A, Wong B, Pertea G, Pertea M: **Improved transcriptome assembly using a hybrid of long and short reads with StringTie.** *PLoS Comput Biol* 2022, **18**:e1009730.
29. Wick RR, Judd LM, Gorrie CL, Holt KE: **Completing bacterial genome assemblies with multiplex MinION sequencing.** *Microb Genom* 2017, **3**:e000132.

30. Marijon P, Chikhi R, Varre JS: **yacrd and fpa: upstream tools for long-read genome assembly.** *Bioinformatics* 2020, **36**:3894-3896.
31. Wick RR: **FiltLong.** <https://github.com/rrwick/FiltLong>, (2018)
32. Krause M, Niazi AM, Labun K, Torres Cleuren YN, Muller FS, Valen E: **tailfindr: alignment-free poly(A) length measurement for Oxford Nanopore RNA and DNA sequencing.** *RNA* 2019, **25**:1229-1241.
33. Danecek P, Bonfield JK, Liddle J, Marshall J, Ohan V, Pollard MO, Whitwham A, Keane T, McCarthy SA, Davies RM, Li H: **Twelve years of SAMtools and BCFtools.** *Gigascience* 2021, **10**.
34. Quinlan AR, Hall IM: **BEDTools: a flexible suite of utilities for comparing genomic features.** *Bioinformatics* 2010, **26**:841-842.
35. Shen W, Sipos B, Zhao L: **SeqKit2: A Swiss army knife for sequence and alignment processing.** *Imeta* 2024, **3**:e191.
36. Institute B: **Picard Toolkit.** <https://broadinstitute.github.io/picard/>, (2019)
37. Genomics RT: **RTG Tools.** <https://github.com/RealTimeGenomics/rtg-tools>, (2018)
38. Perez G, Barber GP, Benet-Pages A, Casper J, Clawson H, Diekhans M, Fischer C, Gonzalez JN, Hinrichs AS, Lee CM, et al: **The UCSC Genome Browser database: 2025 update.** *Nucleic Acids Res* 2025, **53**:D1243-D1249.
39. Wilkie GS, Zimyanin V, Kirby R, Korey C, Francis-Lang H, Van Vactor D, Davis I: **Small bristles, the Drosophila ortholog of NXF-1, is essential for mRNA export throughout development.** *RNA (New York)* 2001, **7**:1781-1792.
40. Labun K, Montague TG, Krause M, Torres Cleuren YN, Tjeldnes H, Valen E: **CHOPCHOP v3: expanding the CRISPR web toolbox beyond genome editing.** *Nucleic Acids Res* 2019, **47**:W171-W174.
41. Labun K, Montague TG, Gagnon JA, Thyme SB, Valen E: **CHOPCHOP v2: a web tool for the next generation of CRISPR genome engineering.** *Nucleic Acids Res* 2016, **44**:W272-276.
42. Developers S: **Singularity.** *Zenodo* 2021.
43. Kurtzer GM, Sochat V, Bauer MW: **Singularity: Scientific containers for mobility of compute.** *PLoS One* 2017, **12**:e0177459.
44. De Coster W, Rademakers R: **NanoPack2: population-scale evaluation of long-read sequencing data.** *Bioinformatics* 2023, **39**.
45. Mikheenko A, Prjibelski A, Saveliev V, Antipov D, Gurevich A: **Versatile genome assembly evaluation with QUAST-LG.** *Bioinformatics* 2018, **34**:i142-i150.
46. Zhang Y, Lu HW, Ruan J: **GAEP: a comprehensive genome assembly evaluating pipeline.** *J Genet Genomics* 2023, **50**:747-754.
47. Kolmogorov M, Yuan J, Lin Y, Pevzner PA: **Assembly of long, error-prone reads using repeat graphs.** *Nat Biotechnol* 2019, **37**:540-546.
48. Abdennur N, Fudenberg G, Flyamer IM, Galitsyna AA, Goloborodko A, Imakaev M, Venev SV: **Pairtools: from sequencing data to chromosome contacts.** Cold Spring Harbor Laboratory; 2023.
49. Abdennur N, Mirny LA: **Cooler: scalable storage for Hi-C data and other genomically labeled arrays.** *Bioinformatics* 2020, **36**:311-316.

50. Open2C, Abdennur N, Abraham S, Fudenberg G, Flyamer IM, Galitsyna AA, Goloborodko A, Imakaev M, Oksuz BA, Venev SV, Xiao Y: **Cooltools: Enabling high-resolution Hi-C analysis in Python.** *PLoS Comput Biol* 2024, **20**:e1012067.
51. Goel M, Sun H, Jiao WB, Schneeberger K: **SyRI: finding genomic rearrangements and local sequence differences from whole-genome assemblies.** *Genome Biol* 2019, **20**:277.
52. Goel M, Schneeberger K: **plotsr: visualizing structural similarities and rearrangements between multiple genomes.** *Bioinformatics* 2022, **38**:2922-2926.
53. Nexus D: **Dot.** <https://github.com/dnanexus/dot>, (2019)
54. Marcais G, Delcher AL, Phillippy AM, Coston R, Salzberg SL, Zimin A: **MUMmer4: A fast and versatile genome alignment system.** *PLoS Comput Biol* 2018, **14**:e1005944.
55. gpertea: **gffread.** <https://github.com/gpertea/gffread>,
56. Neph S, Kuehn MS, Reynolds AP, Haugen E, Thurman RE, Johnson AK, Rynes E, Maurano MT, Vierstra J, Thomas S, et al: **BEDOPS: high-performance genomic feature operations.** *Bioinformatics* 2012, **28**:1919-1920.
57. Cotto KC, Feng YY, Ramu A, Richters M, Freshour SL, Skidmore ZL, Xia H, McMichael JF, Kunisaki J, Campbell KM, et al: **Integrated analysis of genomic and transcriptomic data for the discovery of splice-associated variants in cancer.** *Nat Commun* 2023, **14**:1589.
58. Tange O: **GNU Parallel 20250722 ('Fordow').** <https://doi.org/10.5281/zenodo.16289600>, 10.5281/zenodo.16289600; (2025)
59. Wickham H, Averick M, Bryan J, Chang W, McGowan L, François R, Grolemund G, Hayes A, Henry L, Hester J, et al: **Welcome to the Tidyverse.** *Journal of Open Source Software* 2019, **4**:1686.
60. Wilke CO: **cowplot: Streamlined Plot Theme and Plot Annotations for 'ggplot2'.** <https://CRAN.R-project.org/package=cowplot>, (2024)
61. Pedersen TL: **patchwork: The Composer of Plots.** <https://CRAN.R-project.org/package=patchwork>, (2024)
62. Jason Cory Brunson QDR: **ggalluvial: Alluvial Plots in 'ggplot2'.** <http://corybrunson.github.io/ggalluvial/>, (2023)
63. Wickham H, François R, Henry L, Müller K, Vaughan D: **dplyr: A Grammar of Data Manipulation.** <https://CRAN.R-project.org/package=dplyr>, (2023)
64. Clarke E, Sherrill-Mix S, Dawson C: **ggbeeswarm: Categorical Scatter (Violin Point) Plots.** <https://CRAN.R-project.org/package=ggbeeswarm>, (2023)
65. Pedersen TL: **ggforce: Accelerating 'ggplot2'.** <https://CRAN.R-project.org/package=ggforce>, (2024)
66. Brand Tvd: **ggh4x: Hacks for 'ggplot2'.** <https://CRAN.R-project.org/package=ggh4x>, (2025)
67. Petukhov V, van den Brand T, Biederstedt E: **ggrastr: Rasterize Layers for 'ggplot2'.** <https://CRAN.R-project.org/package=ggrastr>, (2023)
68. J O: **The jsonlite Package: A Practical and Consistent Mapping Between JSON Data and R Objects.,** <https://arxiv.org/abs/1403.2805>, (2014)

69. Frerebeau N: **khroma: Colour Schemes for Scientific Data Visualization**.  
<https://packages.tesselle.org/khroma/>, (2025)
70. Hvitfeldt E: **paletteer: Comprehensive Collection of Color Palettes.**,  
<https://github.com/EmilHvitfeldt/paletteer>, (2021)
71. Wickham H, Pedersen TL, Seidel D: **scales: Scale Functions for Visualization**.  
<https://CRAN.R-project.org/package=scales>, (2023)
72. Hadley Wickham JH, Jennifer Bryan: **readr: Read Rectangular Text Data**.  
<https://CRAN.R-project.org/package=readr>, (2023)

How the deposited data were processed for this re-analysis (not part of the article)

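Small RNAs bound to Argonaute proteins were measured in 10 libraries of OSCs: 3 of siLuc and 3 of siArmi cells, and 2 of Gal4 and 2 of Gal4-Panx-IDR cells of the flamenco tethering line. Each library was assigned to its condition from the sample labels, the methods and Additional file 2. The labels number the Gal4 libraries without naming a harvest day for each.

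The authors removed adaptors, kept reads of 24 to 35 nt, aligned them to RepBase-based consensus sequences with bowtie, and deposited the coverage per position and strand of 122 elements and 610009 positions, per 1000000 miRNA reads. Antisense coverage is stored as negative values, and its size was used here. Reads that align to more than 1 consensus were left out by the authors, which lowers the coverage of elements that share sequence. A total of 1 element was at 0 on both strands in all libraries.

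From these values the mean coverage per nt was computed for each element, strand and library. Elements were compared with limma 3.58.1 in R 4.3.3 on log2(mean coverage + 1), with a trend of the spread on the level, for elements with a mean of at least 10, and p-values were adjusted after Benjamini and Hochberg with a threshold of 0.05. In the comparison of strands the trend was on the mean log2 ratio of antisense to sense coverage, so the coverage level did not enter it. No count model was used because coverage is not a count. limma's prior degrees of freedom were infinite in all 6 fits with these settings, so that their adjusted p-values rest on the shared spread and are not a measure of how firmly a single element is replicated. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The test was tested on simulated data with 20 changed elements per comparison at a log2 change of 1. It recovered 19 of 20 among 73 elements for the antisense change on flamenco silencing with 1 false call, and 20 of 20 for the strand comparison of 79 elements with 0. For the difference between flamenco silencing and Armi depletion it recovered 18 of 20 among 65 elements with 1 false call. In each remaining comparison it recovered 20 of 20 with 0 false calls. The simulated noise was independent between elements, so a shift shared by the elements of a library was not covered.

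The rule for the elements named in the text was fixed before the data were examined: those that the results text names with their piRNAs or insertions, the 3 with the most antisense coverage in siLuc cells, and in each test the 3 largest decreases and increases past the threshold with separate groups. Values of some of them in Fig. 4F and Fig. S4H had been seen. Tc1-2, Stalker2, Quasimodo, hopper2, McClintock and 3S18, and the elements Stalker, rover, TART-A and gypsy5 that were read from Fig. 4F, lie outside this rule and were chosen after their values were seen. Depth was taken from the smallest step between the values. The precision of an element of low coverage in the tethering libraries is limited by their 87066 to 151205 miRNA reads.

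The alternatives, also set before the data were examined, were other pseudocounts (0.1 and 10), no filter, the coverage limits of Fig. 4F (1000 at the peak and 220 in the mean), the median over positions, limma without the trend, scaling to total transposon signal, median-ratio scaling, all libraries in 1 fit, the replicate number as a block, other definitions of element parts, and each library left out in turn. The comparison of cluster content with piRNA profiles, the genomic tiles and the 3′ UTR piRNAs need the OSC assembly and were not analysed here.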

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

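The tests of strand assignment and of scaling for the sense signal of mdg1, 412, gypsy and Tabor, both tests of sense against antisense coverage along mdg1, and both tests on the sense signal left after Armi depletion, were chosen after the result was seen. A rise of at least 1 on the log2 scale with separate groups was the limit for the elements listed as higher below, and it was also chosen after values had been seen.

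For transposons, the paper's panel on flamenco silencing (Fig. S4H) shows antisense changes. On the sense strand, where 54 elements were tested, 19 were lower and 14 higher in Gal4-Panx-IDR than in Gal4 cells, and 8 lower and 28 higher when scaled to total transposon signal. The log2 change was 6.84 for mdg1, 4.65 for Tabor, 3.84 for 412, 3.45 for gypsy, 2.16 for blood, 2.12 for Stalker2 and 2.03 for Quasimodo, of which the last pair lies outside the naming rule and was chosen after its values were seen. Decreases of at least 1 with separate groups numbered 8, from -1.94 (BS) to -1.07, among them gypsy3_new (-1.83), Copia1 (-1.63), roo (-1.40) and Doc (-1.23). Of these 8 elements, 7 were called lower scaled to total transposon signal, 8 with median-ratio scaling and 3 with the median over positions. Of the 7 elements listed as higher, gypsy (4.06, adjusted p = 0.193) and Stalker2 (3.57, adjusted p = 0.233) were not called with the median over positions. Sense coverage of mdg1 went from 8.13 ± 3.04 to 1023 ± 137 (SD, n = 2 each), and that of Tabor from 3.57 ± 0.41 to 113.7 ± 6.01. Behind the Gal4 value of mdg1 stood at least 141 reads in the library with fewer, and behind its Gal4-Panx-IDR value at least 28112. Antisense reads counted on the sense strand would make both strands move together, but the antisense signal of mdg1, 412, gypsy and Tabor fell while the smallest rise of their sense signal was 3.45 on the log2 scale. A change of scaling acts alike on all elements of a library. It is argued against because 19 elements were lower on the sense strand and the antisense signal of these elements fell. Their rise was at least 12.6-fold under both other scalings. These raised the median sense change from -0.249 to 0.402 and to -0.0397, so they could not have lowered the rise and are no test of it. What stays open is the sorting of the Gal4-Panx-IDR cells, which cannot be told apart from the silencing because only these cells were sorted, and a biological difference between silenced and control cells. A candidate explanation is that transcripts of these elements are derepressed and enter the small RNA pool, as fragments or as piRNAs; read lengths and ends were not used here. Sense fragments in proportion to the antisense piRNAs along mdg1 are argued against, because antisense coverage of siLuc cells in the gaps was 0.761% of that at the other positions while sense coverage of Gal4-Panx-IDR cells was there at 0.488 (day 6) and 0.526 (day 7) of it. At the 239 positions without antisense coverage in both Gal4-Panx-IDR libraries, sense coverage was 83.2, or 0.0765 (day 6) and 0.0810 (day 7) of that at the others. It was above 0 but below 0.1 of it, the limit set for this test, so fragments that form only where some antisense piRNAs are made are not excluded.

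Across 81 elements with a siLuc sense coverage of at least 1, the share of sense signal left after Armi depletion rose with the sense change on flamenco silencing (Spearman's rho 0.417, Pearson's r 0.648 on the log2 scale, permutation p of rho = 0.00016, adjusted over 2 relations 0.00032). Elements are not independent replicates, and the libraries of the 2 measures are separate. Of the sense coverage of mdg1, 91.1% ± 7.99 (SD, n = 3) was left, and of that of gypsy 69.8% ± 12.6, against a median of 4.33% over the 29 elements tested on this strand, which do not include mdg1 and gypsy because of their low siLuc level. Among the 43 elements with a coverage of 1 to 10 the rho was 0.407 (permutation p = 0.00672, adjusted 0.00672), so the relation does not rest on the elements above 10 alone. The level still varies within this range, and the elements of lowest coverage are kept. A low level in control cells as the cause is therefore not excluded. The relation may reflect elements that are derepressed in both treatments, which is a hypothesis found and tested on the same libraries.

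Antisense coverage rose for 3 elements that the paper does not discuss: invader2 with a log2 change of 2.54, transib2 with 1.78 and Tc1-2 with 1.46. Tc1-2 lies outside the naming rule and was chosen after its values were seen. Coverage of invader2 went from 44.8 ± 6.06 to 264.9 ± 37.6 (SD, n = 2 each), and at least 64 antisense reads of Tc1-2 and 134 of transib2 stood behind the Gal4 libraries with the fewest. With median-ratio scaling the change was 3.17 for invader2 and 2.40 for transib2. With the median over positions transib2 changed by 0.81 and was not called, and the cause was not tested. Sorting cannot be told apart from silencing here either, and no biological explanation was tested.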

How the results depend on the processing

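No test in this part was chosen after the result was seen. Among the elements that meet the naming rule in each test, 934 of their values under the alternatives kept direction and side of the threshold, 24 lost the call, 7 gained it and 29 changed sign.

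The antisense change on flamenco silencing gave 28 higher elements scaled to total transposon signal and 29 with median-ratio scaling, against 6 higher and 39 lower as deposited, and 33 lower under each. Of the 45 elements called as deposited, 39 were called in the same direction under each scaling. The sense change gave 28 higher and 8 lower scaled to total transposon signal and 18 higher and 14 lower with median-ratio scaling, against 14 and 19 as deposited. Armi depletion lowered the antisense coverage of 50 of 50 and the sense coverage of 29 of 29 elements as deposited. Scaled to total transposon signal 23 antisense were lower and 9 higher, and 13 sense lower and 3 higher; with median-ratio scaling these were 20, 14, 9 and 8. The difference between flamenco silencing and Armi depletion, fitted on all 10 libraries with 1 shared spread, was higher for 65 of 65 elements as deposited. It became 23 higher and 29 lower, and 24 higher and 27 lower. As deposited, the median log2 change of the elements tested was -4.30 on Armi depletion and -0.57 on flamenco silencing. A higher value for every element thus reflects the larger loss on Armi depletion and singles out no element. Both scalings by construction remove a change shared by all elements.

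Signs that changed under scaling to total transposon signal and under median-ratio scaling were, for the antisense change on Armi depletion, mdg1 (0.020 and 0.12), 412 (0.20 and 0.30), roo (0.079 and 0.17), mdg3 (0.23 and 0.32), HMS-Beagle (0.028 and 0.12) and gtwin (0.26 and 0.36). For the difference of the treatments they were mdg1 (-0.97 and -0.92), 412 (-0.80 and -0.75), springer (-0.81 and -0.74), gtwin (-1.04 and -0.98) and, under the first only, HMS-Beagle (-0.017). Under the first, HMS-Beagle antisense on flamenco silencing was at 0.011 and springer sense at 0.40. The sense change of mdg3, -0.0051 as deposited, was 0.66 and 0.21, and 0.056 with the median over positions; with each library left out it ranged from -0.15 to 0.14. The antisense change of flea ranged from -0.036 to 0.23 with each library left out. Neither element was called as deposited.

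Other filters changed counts through the number of elements tested. Without a filter, 80 elements had more antisense coverage in siLuc cells, 120 antisense and 119 sense were lower on Armi depletion, and 115 were higher in the difference of the treatments. The limits of Fig. 4F left 28 with more antisense and 4 with more sense coverage, 1 higher on the antisense and 0 higher and 5 lower on the sense strand on flamenco silencing, 28 antisense and 4 sense lower on Armi depletion, and 30 in the difference. At 0 higher, 5 of the 8 sense elements tested by limma had an unadjusted p under 0.05. The median over positions gave 22 lower and 3 higher antisense and 7 higher and 5 lower sense elements on flamenco silencing, and the cause was not tested.

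Leaving out each library gave 34 to 43 lower and 4 to 7 higher antisense elements and 15 to 20 lower and 11 to 13 higher sense elements on flamenco silencing. The calls of HMS-Beagle (antisense) and springer (sense) were lost without either Gal4-Panx-IDR library, and copia (antisense, 0.47) was called without the second Gal4 library. Where 1 library was left in a group, it was assumed to vary like the others.

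For mdg1 nt 1000 to 2100 the level was 5.93% of the other positions with medians and 15.0% over positions above 10% of the element mean. The ratio for the HMS-Beagle peaks was 0.769 at 2 times the median and 0.506 to 0.594 with each library left out. The rise of roo was 14.0-fold scaled to total transposon signal, with 1.86 and 29.2 in the lowest and highest part. In 20 parts the lowest was 0.880 and the highest 33.4, and the cause was not tested. With each library left out the lowest part ranged from 1.07 to 1.26.

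The replicate numbers of siLuc and siArmi did not pair the libraries: the correlation of deviations from the group means was -0.08, 0.02 and 0.23 for antisense coverage and 0.12, -0.39 and 0.27 for sense coverage. With the replicate block, 50 antisense and 29 sense elements were lower on Armi depletion and 65 were higher in the difference, so no count changed. The depth of the Gal4 libraries limits statements on elements of low coverage.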

Differences from the paper's values

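All values of the paper in this part were read by eye from its figures, and the settings named were set before the data were examined. Which elements of Fig. 4F could be read by eye was decided after values had been seen. The antisense piRNA counts of Fig. 4F were compared with the sum of siLuc coverage over each element, both divided by 10000000. The sum was 4.21 against the paper's about 6.5 in Fig. 4F for gtwin, 3.47 against about 5.5 for mdg1, 2.04 against about 3.2 for gypsy, 1.88 against about 2.9 for Idefix, 1.63 against about 2.7 for Stalker, and 1.68 against about 2.7 for rover. It was 0.989 against the paper's about 1.6 in Fig. 4F for roo, 0.535 against about 0.97 for HMS-Beagle, 0.334 against about 0.6 for Doc, 0.284 against about 0.55 for TART-A, and 0.228 against about 0.48 for flea. For 1 further element, whose name is a number, it was 1.22 against about 2.0. Without siLuc replicate 3 the values of gtwin, mdg1, gypsy, Idefix, rover, roo and the element with a number as its name came within 1.5 times of the paper's or within the spread between libraries, and those of Stalker, HMS-Beagle, Doc, TART-A and flea did not. The median over positions brought mdg1 within it and none of the others, and leaving out siLuc replicate 1 or 2 brought none. Of the 14 elements read from Fig. 4F, 412 and gypsy5 did not differ by this measure. Relative to 412, no element differed by more than 1.41 times, and the order of the elements had a Spearman's rho of 0.986. The methods of the paper describe reads truncated to a fixed length for this panel, which the deposited coverage does not include; no cause was tested.

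Of the 33 elements read from Fig. S4H, none differed by more than 1.48 times, and all 33 had the same direction.

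The paper states that springer is not targeted by antisense piRNAs in OSCs and that copia lacks them. Antisense coverage in siLuc cells was above 0 for both, at 79.3 ± 12.0 and 17.1 ± 2.0 (SD, n = 3), and was 4.03% and 1.23% of their coverage. The sense strand was the higher for both elements.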

Other observations

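The test of equal shares left after Armi depletion, the test of the whole of roo, both tests of low-coverage positions in mdg1, the tests of a single source for the part of mdg1 and for the rest of HMS-Beagle, and the test on McClintock were chosen after the result was seen.

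Armi depletion is shown in the paper only as a browser track. The total transposon coverage of siArmi cells was 4.82% of that of siLuc cells, with 3 libraries each. Over the 50 elements tested, the antisense share left ranged from 2.86% (gypsy) to 7.44% (hopper2) with a median of 4.59%. For both strands, 1 of the 10 splits of the 6 libraries gave as many elements past the threshold, the real one; with 3 libraries against 3 this count by itself cannot exclude chance. Remaining piRNAs in proportion to their level in control cells are argued against. Scaled to total transposon signal without a pseudocount, 19 of the 29 elements with a siArmi coverage of at least 10 (65.5%) had separate groups, 14 lower and 5 higher, where chance gives 10%, and elements are not independent replicates. What sets the different shares stays open, and the amount of Armi protein was not analysed here.

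The rise of roo on flamenco silencing was weighed against 3 explanations. A few abundant small RNAs are argued against because none of 10 equal parts held more than 21.7% of the increase. Library scaling acts alike on all elements of a library, and it is argued against because 39 elements fell on the same scale. The rise was at least 13.6-fold under both other scalings. These raised the median change of all tested elements by 0.64 and 0.61, so they could not have lowered the rise and are no test of it. A source that holds the whole of roo is argued against by the ratio of 1.16 in the lowest part. The sorting of the Gal4-Panx-IDR cells stays open. The source may be an incomplete roo copy, a hypothesis that needs the genome assembly.

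For mdg1 nt 1000 to 2100, the ratio of silenced to control cells was 1.60 times that of the other positions, and 1.41 to 1.85 times with each library left out. The part itself fell to 0.517 of its control level. Cluster 20A as its only source, with piRNAs unaffected by the silencing, is argued against because no pair of a silenced and a control library gave a ratio above 0.911 as deposited or under either other scaling. A supply of a share of the part from a cluster that stays active is left open by these values. A larger share kept by positions of low coverage wherever they lie in mdg1 cannot be told apart from it. Gap positions outside the part had a ratio of 0.506 (0.526 at day 6 and 0.486 at day 7), against 0.4798 for those within. Among positions that are no gaps, 41 outside the part with a Gal4 coverage like that of the part fell to 0.497 (0.524 and 0.471). The 250 such positions of the part fell to 0.552 (0.573 and 0.531), the higher value at both days. The difference was below the summed spread of the libraries. Both sets come from the same libraries, so this spread is no test of it. Of the 41, 33 lie within 100 nt of the part. These 33 were at 0.531, and the 8 farther away at 0.354 (0.319 at day 6 and 0.389 at day 7), which are too few to decide. Matched by siLuc coverage instead, 48 positions outside fell to 0.3599 and 250 of the part to 0.537, but their Gal4 coverage differed, at 1605 and 1127. For HMS-Beagle, the ratio of the peaks was 0.545 times that of the other positions and lower in both silenced libraries than in both control libraries. The other positions themselves fell to 0.645 (0.672 and 0.617), but were at 1.03 scaled to total transposon signal, where a pair of libraries reached 1.19. As deposited, no pair of libraries gave a ratio above 0.694 at these positions. A source unaffected by the silencing that alone supplies them is argued against on that scale. The paper found piRNAs of cluster 20A and of genic 3′ UTRs unaffected, also counted per miRNA reads. Scaling to total transposon signal removes by construction a loss shared by all elements. Under that scaling such a source cannot be told apart from a source that is partly silenced.

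Antisense coverage of McClintock was 78.7 ± 15.1 (SD, n = 3) in siLuc and 20.7 ± 2.27 (SD, n = 2) in Gal4 cells, a ratio of 0.263. The median over 66 elements was 1.77, and the next lowest of these 66 was 3S18 at 0.909. Elements of low coverage outside the 66 were not ranked, and some had ratios below that of 3S18. McClintock and 3S18 were chosen after their values were seen. The groups differ in clone, treatment, adaptor and depth, and the ratio was not tested. If a stretch of the source were missing in the clone and the rest unchanged, windows outside the stretch would lie within 2-fold of that median, at 0.887 or more. This is argued against, because the mean ratio of 65 windows of 100 nt ran from 0.106 to 0.675, none reached 0.887 in both Gal4 libraries, and the 1 window that reached it in 1 library held 1.41% of the siLuc signal. A loss over the whole element, such as that of a complete copy, was not tested. Other differences between the clone and the siLuc cells stay open.

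Tirant, which the paper finds absent from the assembly, had an antisense coverage of 10.6 ± 2.24 (SD, n = 3) in siLuc cells, 21.4 ± 4.11 in Gal4 and 6.38 ± 0.761 in Gal4-Panx-IDR cells (SD, n = 2 each). The log2 ratio of its strands was 3.49 in siLuc cells and 0 with the median over positions, so its coverage lies on a minority of positions. Reads of related elements that align to its consensus were not separated here.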
